# CREPT is required for murine stem cell maintenance during intestinal regeneration

**DOI:** 10.1038/s41467-020-20636-9

**Published:** 2021-01-11

**Authors:** Liu Yang, Haiyan Yang, Yunxiang Chu, Yunhao Song, Lidan Ding, Bingtao Zhu, Wanli Zhai, Xuning Wang, Yanshen Kuang, Fangli Ren, Baoqing Jia, Wei Wu, Xiongjun Ye, Yinyin Wang, Zhijie Chang

**Keywords:** Cell biology, Stem cells, Intestinal stem cells

## Abstract

Intestinal stem cells (ISCs) residing in the crypts are critical for the continual self-renewal and rapid recovery of the intestinal epithelium. The regulatory mechanism of ISCs is not fully understood. Here we report that CREPT, a recently identified tumor-promoting protein, is required for the maintenance of murine ISCs. CREPT is preferably expressed in the crypts but not in the villi. Deletion of CREPT in the intestinal epithelium of mice (Vil-CREPT^KO^) results in lower body weight and slow migration of epithelial cells in the intestine. Vil-CREPT^KO^ intestine fails to regenerate after X-ray irradiation and dextran sulfate sodium (DSS) treatment. Accordingly, the deletion of CREPT decreases the expression of genes related to the proliferation and differentiation of ISCs and reduces Lgr5^+^ cell numbers at homeostasis. We identify that CREPT deficiency downregulates Wnt signaling by impairing β-catenin accumulation in the nucleus of the crypt cells during regeneration. Our study provides a previously undefined regulator of ISCs.

## Abstract (web summary)

The role of CREPT, a recently identified tumor-promoting gene, outside of tumors is unclear. Here, the authors identify CREPT as maintaining murine intestinal stem cells, with embryonic deletion causing impaired cell proliferation and regeneration.

## Introduction

The intestinal epithelium self-renews rapidly and turns over every 3–5 days^1–3^. The ISCs residing in intestinal crypts play an important role in intestinal renewal. ISCs are able to differentiate into all types of intestinal cells. One part of ISC daughter cells constitute a transit-amplifying (TA) cell compartment. TA cells migrate upwards along the crypt-villi axis and mature into absorptive and secretory cells in the villi^4^. These mature cells ultimately undergo apoptosis at the villus tip after 3–5 days. Another part of ISC daughter cells migrates downwards and differentiates into the Paneth cells at the bottom of crypts^5,6^. The Paneth cells finally detach and separate the ISCs individually^7^. The above processes of ISC proliferation and differentiation occur continually to maintain intestinal homeostasis.

Beyond daily renewal, the intestinal epithelium displays regeneration ability after damages induced by ionizing radiation and chemical reagents^8^. The ISCs are believed to facilitate intestinal regeneration. At least two types of ISCs exist in the intestine. Potten et al reported that slow-cycling and DNA-label-retaining cells, also known as position 4 or +4 cells, reside above Paneth cells^9,10^. The +4 cells, marked by highly expressed Bmi1, Hopx, mTERT, and Lrig1^11–14^, are known as quiescent and “reserve” stem cells. These cells are radiation resistant and involved in injury responses, but not required for daily intestine renewal^15^. However, the role of +4 stem cells needs to be validated because Bmi1, Hopx, and Lrig1 are also mostly enriched in cells at the base of crypts, not only at the ‘+4’ position^16^. Barker et al reported that Lgr5 (leucine-rich-repeat-containing G-protein-coupled receptor 5, also known as Gpr49), one of Wnt signaling receptors, was specifically expressed in the crypt base columnar cell (CBC) and could be a marker for stem cells since Lgr5^+^ cells were able to generate all epithelial lineages. Lgr5^+^ cells have been widely considered as a representative of stem cells of intestines^2^. Metcalfe et al proved that Lgr5^+^ stem cells but not +4 cells were irradiation resistant and indispensable for intestinal regeneration after radiation damage^17^. Although these different ISCs populations have been identified, however, the underlying mechanisms as to how these ISCs maintain homeostasis and promote regeneration remain elusive.

Accumulating evidence suggests that the Wnt signaling pathway is essential for the ISC self-renewal and proliferation of crypt compartment^1,18,19^. When Wnt ligands encounter their Frizzled-Lrp5/6 receptors, β-catenin is stabilized from APC destruction complex, accumulates in the cytoplasm, and travels to the nucleus. Nuclear β-catenin activates Wnt target genes by interacting with transcription factor TCF^20,21^. Currently, a wide set of Wnt targeted genes have been identified in ISCs. Importantly, regulators for Wnt signaling have also been demonstrated to play an important role in the maintenance of ISCs^22^.

*CREPT*, also named *RPRD1B*, was identified as a tumor-related gene because of its upregulation in tumors^23^. Accumulating studies demonstrated the role of CREPT in tumors^24–26^. Deletion of *CREPT* impeded tumorigenesis but overexpression of CREPT promoted tumor formation aggressively^23^. CREPT was demonstrated to upregulate cyclin D1 and cyclin B1 expression by promoting cell cycle at both G1 and G2 phases^27^. Our previous studies showed that CREPT participated in Wnt/β-catenin signaling by binding to the β-catenin/TCF4 complex and promoting the transcription of Wnt target genes in tumor cells^28,29^. Other groups also demonstrated that CREPT associated with RNA polymerase II and S5-phosphatase RPAP2 to regulate gene transcription^30–32^. However, previous studies of CREPT mainly focused on signaling regulation in tumor cells. Little is known about the role of CREPT in normal tissues.

In this study, we report that CREPT is mainly expressed in intestinal crypts, where the ISCs reside. CREPT deletion decelerates the fast turnover of intestinal epithelia. CREPT deficient intestinal epithelia fail to recover from X-ray radiation and dextran sulfate sodium (DSS) treatment. Furthermore, CREPT deletion leads to a substantial drop in the number of Lgr5^+^ ISCs and substantial downregulation of proliferation and differentiation genes in the ISCs at homeostasis. In addition, CREPT is required for Wnt activation by facilitating nuclear β-catenin retention in the ISCs. Our data identify CREPT as a regulator for Lgr5+ ISCs to maintain homeostasis and a Wnt signaling activator during intestinal regeneration.

## Results

### CREPT deficiency decelerates the daily renewal of intestinal epithelium

To study the role of CREPT in intestine maintenance, we deleted CREPT specifically in the intestinal epithelium (assigned Vil-CREPT^KO^) by introducing *villin-cre*^33^ into *CREPT*^*fl/fl*^ mice (Supplementary Fig. 1a). A Western blot demonstrated that CREPT was effectively deleted in the small and large intestines (Supplementary Fig. 1b). The low level of CREPT protein as detected by the Western blot might be due to the expression in non-epithelial cells in the intestine. A histological analysis showed that CREPT was completely deleted in the epithelial cells of small (Fig. 1a) and large intestines (Supplementary Fig. 1c) but remained observable levels in the connective tissue cells of Vil-CREPT^KO^ mice. Of note, CREPT protein is mainly expressed in the nuclei of crypt cells of wild type (WT) mice (Fig. 1a). A qRT-PCR analysis confirmed that the expression of CREPT is abundant in the crypts, similar to that of Olfm4, a marker of crypts (Fig. 1b).

**Fig. 1:**
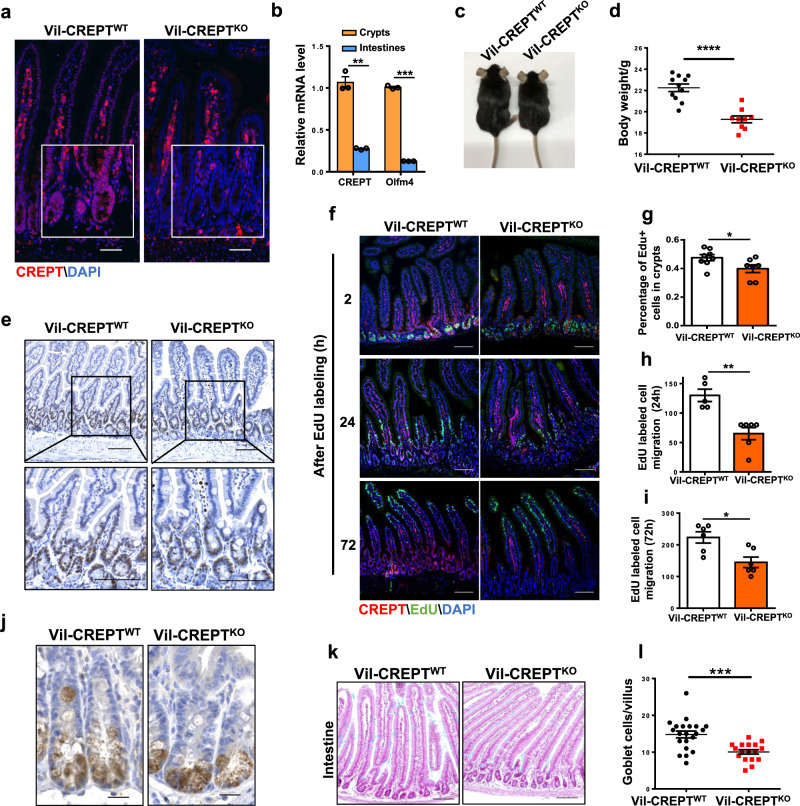
CREPT is required for maintaining the rapid turnover of the intestinal epithelium. **a** Representative images of fluorescent CREPT staining in small intestines from WT and Vil-CREPT^KO^ mice. Images are representative of *n* = 4 mice per genotype. **b** Quantitative RT-PCR analysis of CREPT and Olfm4 in crypt cells and epithelial cells (crypt + villous cells). *p* = 0.0067 (CREPT); *p* = 0.0002 (Olfm4). *n* = 3 independent experiments. **c** Representative images of WT and Vil-CREPT^KO^ mice. **d** Quantification of body weights of WT and Vil-CREPT^KO^ mice. *n* = 11 WT mice and *n* = 9 Vil-CREPT^KO^ mice. *p* < 0.0001. **e** Representative images of Ki67 staining in duodenums of WT and Vil-CREPT^KO^ mice. Images are representative of *n* = 4 mice per genotype. **f** Representative confocal images of cell migration in WT and Vil-CREPT^KO^ mouse at 2-h, 24-h, and 72-h after EdU injection. Images are representative of 3 independent experiments (*n* = 6 mice per genotype). **g** Quantification of EdU^+^ cell number in each crypt 2 h after EdU labeling. *n* = 3 independent experiments. *p* = 0.0435. **h** Quantification of EdU^+^ cells migration length at 24 h. The migration distance of the fastest cells was measured from the bottom of the crypts. *n* = 3 independent experiments. *p* = 0.0017. **i** Quantification of Edu^+^ cell migration length at 72 h. The migration distance of the slowest cells was measured from the bottom of the crypts. *n* = 3 independent experiments. *p* = 0.0412. **j** Representative images of Paneth cells staining in duodenums of WT and Vil-CREPT^KO^ mice. *n* = 4 mice per genotype. **k** Representative images of goblet cells staining in the jejunum of WT and Vil-CREPT^KO^ mice. *n* = 3 mice per genotype. **l** Quantification of goblet cell number per villus. *n* = 3 mice per genotype. *p* = 0.0002. Statistics data represent mean ± SEM. All *p* values were generated by 2-tailed Student’s *t*-test. Scale bars: 20 μm (**a** and **j**), 100 μm (**e**, **f**, **k**).

Vil-CREPT^KO^ mice were not born at the expected Mendelian ratio (Supplementary Fig. 1d). The survived Vil-CREPT^KO^ adult mice showed substantially decreased body size (Fig. 1c) and significant body weight loss (Fig. 1d). IHC analyses showed that the villus number and structure in the small intestine were normal (Supplementary Fig. 1e, top panel), but, the crypts in the large intestine were enlarged and became thick (Supplementary Fig. 1e, bottom panel) in the Vil-CREPT^KO^ mice. To address whether CREPT affects the status of epithelial cells, we stained the cells with Ki67, a widely used marker for cell proliferation. The results showed that Ki67 positive cells distributed in the villi were substantially reduced in Vil-CREPT^KO^ mice while those cells in the crypts appeared no difference between WT and Vil-CREPT^KO^ mice (Fig. 1e). Interestingly, the number of Ki67 positive cells was decreased in the crypts in the large intestine of Vil-CREPT^KO^ mice in comparison with WT mice (Supplementary Fig. 1f). To address whether the deletion of CREPT influences cell proliferation, we pulse-labeled the proliferating cells with EdU (5-ethynyl-2´-deoxyuridine)^34^. The results showed that EdU-labeled cells were restricted to the crypt compartment in intestines after 2 h incorporation in both WT and Vil-CREPT^KO^ mice (Fig. 1f, top panel). However, the number of EdU-labeled cells was significantly decreased in Vil-CREPT^KO^ mice (Fig. 1g), which corresponded with a substantial decrease of S/G2/M phase cell numbers in Vil-CREPT^KO^ mice (Supplementary Fig. 1g). Furthermore, we observed that EdU^+^ cells migrated slowly in Vil-CREPT^KO^ mice in comparison with WT mice at 24 h after EdU labeling (Fig. 1f, middle panel, and 1 h). The EdU^+^ cells migrated to the top of villi in WT mice but were not extruded on the crypts-villi axis in Vil-CREPT^KO^ mice at 72 h after labeling (Fig. 1f, bottom panel, and 1i). The EdU^+^ cells showed similar patterns in the distribution at the large intestines in both WT and Vil-CREPT^KO^ mice at 24 and 48 h after EdU labeling (Supplementary Fig. 1h). As for differentiated intestinal cells, the number of lysozyme stained Paneth cells (Fig. 1j) of small intestines and alcian blue stained goblet cells of small (Fig. 1k, l) and large (Supplementary Fig. 1i) intestines were significantly decreased in Vil-CREPT^KO^ mice. Taken together, these results suggest that the deletion of CREPT in epithelial cells leads to an abnormal crypt structure in the large intestine, slower migration of epithelial cells in villus in the small intestine, and lower number of proliferating cells in the small intestine.

### CREPT deficiency in the epithelium decreases Lgr5^+^ ISCs and impairs organoid formation

Since CREPT deletion decelerated the turn-over rate of intestinal epithelial cells and decreased the number of proliferated and differentiated cells, we questioned if CREPT deletion might impair the function of ISCs. To determine whether a specific type of stem cell responds to CREPT deletion, we examined the putative ISC markers. The CBC stem cell markers (Lgr5 and Olfm4)^2,35^ were downregulated in the crypts of Vil-CREPT^KO^ mice, whereas reserved stem cell markers (Dclk1 and Bmi1)^13,36^, and both CBC and reversed ISC markers (Sox9 and Lrig1)^12,37^ were barely affected (Fig. 2a). Indeed, the number of Lgr5-GFP^+^ stem cells was significantly decreased in *Villin-cre; Lgr5-EGFP; CREPT*^*fl/fl*^ mice (Fig. 2b, c, Supplementary Fig. 2a). The Lgr5-GFP mice are mosaic in adults with no GFP expression in a small part of crypts (Fig. 2b, upper panels). Since Villin-cre is expressed during gut development, it is possible that GFP-silenced patches might be preferentially advantaged due to CREPT deletion. To avoid this possibility, we examined the number of Lgr5-GFP^+^ cells in adult mice. Since CREPT was co-localized with Lgr5 and Ki67 (Fig. 2d and Supplementary Fig. 2b) and Lgr5-GFP^+^ cells had higher CREPT protein (Fig. 2e) and mRNA (Fig. 2f) level than Lgr5-GFP^−^ cells, we deleted CREPT in Lgr5^+^ cells of adult *Lgr5-EGFP-ires-creERT2; CREPT*^*fl/fl*^ (Lgr5-CREPT^KO^) mice by addition of Tamoxifen (Supplementary Fig. 2c), and analyzed the Lgr5-GFP^+^ cells over time post Tamoxifen treatment (Fig. 2g). The results showed that the deletion of CREPT in Lgr5^+^ cells led to a declined number of Lgr5-GFP^+^ cells at 7 days post Tamoxifen treatment (Fig. 2h, i). On day 30, the number of Lgr5-GFP^+^ cells dropped to a quarter of that at day 0 (Fig. 2, i).

**Fig. 2:**
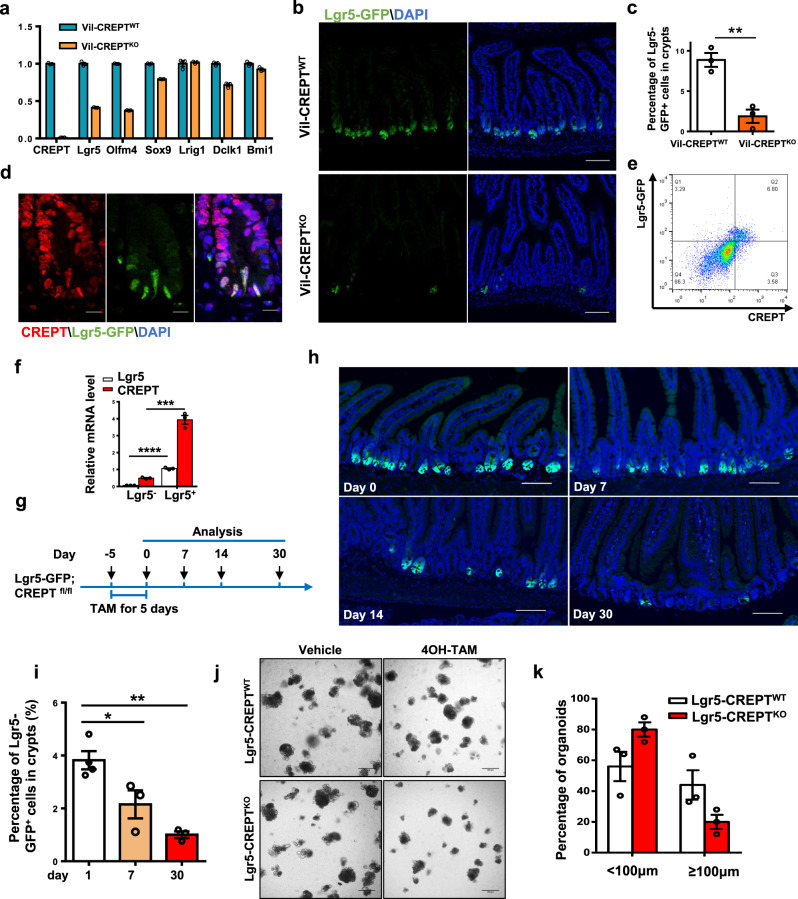
CREPT deletion reduces the Lgr5^+^ cell number. **a** A quantitative RT–PCR analysis of the expressions of CBC and reserve stem cell markers in WT and Vil-CREPT^KO^ crypt cells. **b** Representative images of Lgr5-GFP^+^ cells in WT and Vil-CREPT^KO^ intestines. **c** Quantification of Lgr5-GFP + cells in small intestines of WT and Vil-CREPT^KO^ mice based on FACS analyses. *n* = 3 independent experiments. *p* = 0.0042. **d** Representative images of Lgr5 and CREPT staining in intestine crypts. **e** A FACS analysis of Lgr5 and CREPT stained cell populations. The population of crypts cells, which had the highest level of Lgr5, also expressed the largest amount of CREPT protein. **f** A quantitative RT-PCR analysis of Lgr5 and CREPT in sorted Lgr5-GFP^+^ and Lgr5-GFP^−^ cells. *n* = 3 independent experiments. *p* < 0.0001 (Lgr5 in Lgr5^−^ vs. Lgr5^+^ cells). *p* = 0.0002 (CREPT in Lgr5^−^ vs. Lgr5^+^ cells). **g** A schematic diagram showing the TAM treatment in Lgr5-GFP; CREPT^fl/fl^ mice. **h** Representative images of Lgr5-GFP staining in intestines at indicated time post TAM treatment. **i** Percentage of Lgr5-GFP^high^ cells in crypts at indicated time post TAM treatment by FACS analyses. *p* = 0.0393 (day 1 vs. day 7). *p* = 0.0011 (day 1 vs. day 30). **j** Representative images of WT and CREPT deleted organoid formation derived from Lgr5-GFP and Lgr5-GFP; CREPT^fl/fl^ mice. **k** The numbers of WT and Lgr5-CREPT^KO^ organoids showing <100 μm and ≥100 μm diameters. Images are representative of at least three independent experiments. Statistics data represent mean ± SEM. All *p* values were generated by 2-tailed Student’s *t*-test. Scale bars: 100 μm (**b**, **h**, **j**), 10 μm (**d**).

To identify the role of CREPT in stem cells, ex vivo culture of intestinal organoids was generated from the intestinal crypts of WT and Vil-CREPT^KO^ mice. However, the CREPT deficient crypts failed to survive ex vivo (Supplementary Fig. 2d). To overcome the failure of organoid formation, we cultured organoids derived from *Lgr5-GFP* and *Lgr5-GFP; CREPT*^*fl/fl*^ mice, and then deleted CREPT by adding 4OH-Tamoxifen (4OHT) supplemented growth medium (Supplementary Fig. 2e). The results showed that the crypts from WT intestines budded at day 3 and formed organoids at day 5 (Supplementary Fig. 2f), however, the 4OH-TAM-induced CREPT deficient crypts produced fewer outgrowth at day 3 and failed to form mini guts at day 5 (Fig. 2j and Supplementary Fig. 2g). Quantification of 100 individual crypts showed CREPT deficient crypts had defective organoid-forming ability ex vivo (Fig. 2k). To evaluate the passage ability of organoids, we harvested the first generation of organoids from crypts and disaggregated organoids to form the second generation. The results showed that WT organoids were re-formed after another 5 days’ culture (Supplementary Fig. 2h), but, the Lgr5-CREPT^KO^ organoids failed to re-form after disaggregation (Supplementary Fig. 2i). Moreover, we verified the role of CREPT in human colorectal organoids. To deplete CREPT protein, we used a PROTAC, named PRTC, which was developed for specifically targeting CREPT and mediating its degradation^38^, to treat human colorectal organoids. The result showed that fewer and smaller organoids formed after PRTC treatment (Supplementary Fig. 2j, k). A Western blot result showed that PRTC induced the decrease of CREPT protein in human organoids (Supplementary Fig. 2l). This result is consistent with the results of organoids formation from mouse crypt cells under CREPT deletion. All these results suggest that CREPT is essential for the maintenance of Lgr5^+^ ISCs and organoid formation.

### The intestinal epithelium with CREPT deletion fails to regenerate after damage

The defects in the intestine and ISCs of Vil-CREPT^KO^ mice prompted us to examine whether CREPT plays a role in epithelial regeneration. We applied X-ray irradiation (10 Gy) and allowed the regeneration of intestinal villi and crypts for different times (Fig. 3a). The results showed that all Vil-CREPT^KO^ mice reached the euthanasia thresholds within 7 days, but 50% of WT mice remained survival after 14 days post-irradiation (dpi) (Fig. 3b). IHC analyses demonstrated that X-ray irradiation destructed the crypts, as showed by Olfm4^+^ staining, in small intestines of both WT and Vil-CREPT^KO^ mice from 0 to 3 dpi (Fig. 3c). At 5 dpi, the crypts (Olfm4^+^) and the villus recovered to normal structure in WT mice, however, the Olfm4^+^ crypts barely reformed and the villus structure remained disrupted in Vil-CREPT^KO^ mice (Fig. 3c, top panel). A quantitative analysis showed that the numbers of Olfm4^+^ crypts were significantly decreased in the Vil-CREPT^KO^ mice at 5 dpi (Fig. 3d). Simultaneously, we observed that crypts in the colon were destroyed at 3 dpi but recovered at 5 dpi in WT mice (Fig. 3c, bottom panel), however, the outgrowth of colorectal crypts of irradiated Vil-CREPT^KO^ mice was reduced significantly (Fig. 3c bottom panel and 3e). All these results suggest that the intestinal epithelial cells are unable to recover after irradiation when CREPT was deleted.

**Fig. 3:**
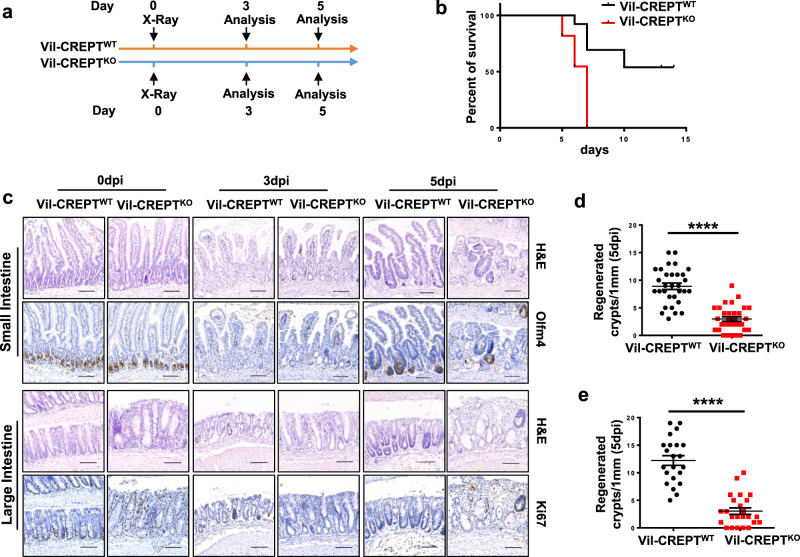
CREPT is required for intestinal epithelium regeneration after X-ray irradiation. **a** Schematic diagram showing irradiation and analysis schedule. **b** The Kaplan-Meier survival curve of irradiated Vil-CREPT^WT^ and Vil-CREPT^KO^ mice with *p* = 0.0004 by one-sided log-rank test. *n* = 13 WT mice and *n* = 11 Vil-CREPT^KO^ mice. **c** Representative H&E-stained, Olfm4-stained, and Ki67-stained sections of small and large intestines from Vil-CREPT^WT^ and Vil-CREPT^KO^ mice at different time after 10 Gy X-ray radiation. Images are representative of at least three animals for each condition. **d** Quantification of regenerated crypts per 1 mm small intestine marked by Olfm4 at 5 dpi. *p* < 0.0001 by 2-tailed Student’s *t*-test. *n* = 3 independent experiments. **e** Quantification of regenerated crypts per 1 mm colon marked by Ki67 at 5 dpi. *p* < 0.0001 by 2-tailed Student’s *t*-test. *n* = 3 independent experiments. Statistics data represent mean ± SEM. Scale bars, 100 μm.

To validate the results in X-ray irradiation, we challenged the mice with DSS (dextran sodium sulfate), a chemical reagent that destroys the mouse colorectal epithelium and causes inflammation^39^, for 7 days, and allowed epithelium recovery (Supplementary Fig. 3a). The results showed that no Vil-CREPT^KO^ mouse but 70% of WT mice survived for more than 20 days after DSS treatment (Supplementary Fig. 3b). The architecture of colorectal crypts remained disrupted in Vil-CREPT^KO^ mice but was completely recovered in WT mice on day 3 after DSS withdrawal (dpD) (Supplementary Fig. 3c). Taken together, all the results suggest that CREPT is critical for the regeneration of intestinal epithelial cells after destroyed by both physical and chemical reagents.

### CREPT is required for the proliferation and differentiation of Lgr5^+^ stem cells

Next, we explored the function of CREPT in Lgr5^+^ stem cells by RNA sequencing (RNA-seq). We induced CREPT deletion in Lgr5-GFP^+^ cells by intraperitoneal injection of Tamoxifen into mice, and sorted the Lgr5-GFP^high^ cells from disaggregated WT and Lgr5-CREPT^KO^ intestines (Fig. 4a). 

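Lgr5-GFP high cells, the brightest cells of mice that express GFP and a tamoxifen-inducible Cre recombinase from the Lgr5 gene, were sequenced from 2 Lgr5-CREPT WT and 2 Lgr5-CREPT KO mice. All of the mice received tamoxifen at 1 mg a day for 5 days and their cells were sorted on day 7. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of each library) for 18436 genes, rounded to 2 decimals. By the paper's RNA-seq methods, reads were mapped to reference transcripts of GRCm38.p6 with Bowtie2 and quantified with RSEM. The FPKM values summed to 495758 and 499327 in the Lgr5-CREPT WT mice and to 468830 and 473662 in the Lgr5-CREPT KO mice. FPKM values do not give the number of reads directly, and the absolute depth was not estimated. Relative depth was read from small RNA genes covered by a few reads, where genes of the same length move in the same steps of 1 read. Relative to Lgr5-CREPT WT mouse 1, the most common value at a gene length was 0.985 in Lgr5-CREPT WT mouse 2 (median over 11 gene lengths), 0.991 in Lgr5-CREPT KO mouse 1 (10 lengths) and 1.03 in Lgr5-CREPT KO mouse 2 (12 lengths), so the libraries were of similar depth. The correlation of log2 values was 0.983 between the Lgr5-CREPT WT mice and 0.977 between the Lgr5-CREPT KO mice, across genes, which are not independent replicates. Genes with a mean of at least 0.5 FPKM over the 4 mice, 12621 in all, were compared on the log2(FPKM + 0.5) scale with limma's moderated test and Benjamini-Hochberg adjustment, and log2 fold changes below are on that scale, which understates the change of genes with low values. An exact two-sided permutation test of 2 mice against 2 cannot give a p below 0.333, so significance rests on the variance that limma shares across genes.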

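CREPT is encoded by Rprd1b, which lies on chromosome 2 of GRCm38.p6 from 158028475 to 158078207 on the plus strand. Exon 3, which the paper states is flanked by loxP sites, spans 134 bases from 158043406 to 158043539 in the longest protein-coding transcript, which has 7 exons. Rprd1b was 17.9 ± 0.283 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 7.01 ± 0.502 FPKM (SD, n = 2) in Lgr5-CREPT KO cells. Its log2 fold change was -1.29 (standard error 0.0946, adjusted p = 0.0280 from limma's moderated test), and both Lgr5-CREPT KO mice were below both Lgr5-CREPT WT mice. A transcript without exon 3 can still be counted on the gene.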

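With the paper's threshold, an adjusted p below 0.05 and an absolute log2 fold change above 1, limma's moderated test gave 128 genes lower and 16 genes higher in Lgr5-CREPT KO cells among the 12621 genes tested. All 144 of these genes had both Lgr5-CREPT KO values on the same side of both Lgr5-CREPT WT values. Over all genes tested, 3908 (31.0%) had both Lgr5-CREPT KO values below both Lgr5-CREPT WT values and 3233 (25.6%) had both above, where chance gives 16.7% in each direction. The median log2 fold change of all genes tested was -0.01. The counts depended on the filter on mean FPKM and on limma's intensity trend, which lets the shared variance follow mean expression. On the same 12621 genes without that trend, 4 genes were lower and 0 higher. Without the filter on mean FPKM, no gene passed, in either direction (0 lower and 0 higher, with a smallest adjusted p of 0.105), while 1916 of the genes in the filtered test were lower and 1170 higher at an unadjusted p below 0.05. By log2 fold change, the 5 genes that fell furthest past the threshold were Mir3082, Ghrl, Mir6999, Mir3100 and Mir1901, and the 5 that rose furthest were Mir7652, Nr1h5, Mir6954, Amd2 and Phlda3. Ghrl, which encodes the hormone ghrelin and lies on chromosome 6 from 113716119 to 113719911, fell from 41.7 ± 8.70 FPKM (SD, n = 2) to 3.20 ± 0.290 FPKM (SD, n = 2), a log2 fold change of -3.50 (standard error 0.165, adjusted p = 0.0187 from limma's moderated test). The 6 microRNA genes among these were listed at 0 in both mice of one genotype, and their values in the other genotype corresponded to between 1.00 and 5.40 reads in a library.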

RNA-seq results showed that 198 genes were downregulated by CREPT deletion at homeostasis (Fig. 4b). These genes include differentiation determining genes and cell cycle promoting genes (Fig. 4b, marked genes). 

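Of the 11 genes named on the volcano plot of Fig. 4b, 7 were lower and 4 were higher in Lgr5-CREPT KO cells, and in each the values of the genotypes did not overlap. By limma's moderated test, 7 of the 11 had an adjusted p below 0.05 and 6 passed the fold change threshold as well. Noxo1, on chromosome 17 from 24696234 to 24700530, was 41.0 ± 2.15 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 12.6 ± 1.96 FPKM (SD, n = 2) in Lgr5-CREPT KO cells, a log2 fold change of -1.67 (standard error 0.125, adjusted p = 0.0280). Muc4 was 40.8 ± 1.12 FPKM and 18.2 ± 2.69 FPKM, with a log2 fold change of -1.15 (adjusted p = 0.0319). Of the cell cycle genes, Cdkn3, on chromosome 14 from 46760461 to 46771530, was 12.4 ± 0.799 FPKM in Lgr5-CREPT WT cells, and 1.01 and 2.71 FPKM in the Lgr5-CREPT KO mice, a log2 fold change of -2.55 (adjusted p = 0.0423). Chga, Nkx2-2 and Cdkn1c were lower by log2 fold changes of -1.27, -1.32 and -1.07, with adjusted p of 0.0638, 0.0627 and 0.0638.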

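Among the 128 genes lower in Lgr5-CREPT KO cells, 7 were members of a list of 30 enteroendocrine marker genes written before the data were examined (Cck, Chgb, Cpe, Ghrl, Neurod1, Pax4 and Tac1), and 3 were members of a list of 18 goblet cell marker genes (Ccl9, Ern2 and Spink4). Pax4, a transcription factor gene, was 3.01 ± 0.283 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 0.610 ± 0.198 FPKM (SD, n = 2) in Lgr5-CREPT KO cells, a log2 fold change of -1.67 (adjusted p = 0.0376 from limma's moderated test). Spink4 was 270.9 ± 47.2 FPKM and 108.9 ± 8.88 FPKM, a log2 fold change of -1.30 (adjusted p = 0.0333). Lists of Paneth cell, tuft cell and enterocyte genes had 0 members past the threshold in either direction, although all 11 tuft cell genes tested were lower, with a median log2 fold change of -1.21 (adjusted p = 0.000754 from limma's camera).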

Consistently, a Gene Ontology (GO) analysis highlighted that the downregulated genes in CREPT deleted Lgr5^+^ cells were enriched in the GO terms of cell differentiation and gene transcription regulation (Fig. 4c). Upregulated genes were those involved in apoptosis (Fig. 4d). 

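Bbc3, which encodes the pro-apoptotic protein PUMA and lies on chromosome 7 from 16308398 to 16318334, was 6.60 ± 1.27 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 13.5 ± 0.509 FPKM (SD, n = 2) in Lgr5-CREPT KO cells. Its log2 fold change of 0.99 (standard error 0.148, adjusted p = 0.0460 from limma's moderated test) was just under the fold change threshold. Clu was 2.69 ± 0.0919 FPKM and 7.60 ± 2.32 FPKM, a log2 fold change of 1.32 (standard error 0.219, adjusted p = 0.0540). A list of 30 genes of the intrinsic apoptotic pathway was written before the data were examined, and 28 of them were tested. Their median log2 fold change was -0.03, with 18 lower and 10 higher, and limma's camera, a test of whether a list ranks differently from the other genes, gave an adjusted p of 0.881 over the 14 lists tested. In this list 2 genes, Bbc3 and Htra2, had an adjusted p below 0.05 over all genes tested (5 when adjusted over the list alone), and Htra2 was lower, from 23.3 and 24.3 FPKM in the Lgr5-CREPT WT mice to 13.2 and 15.6 FPKM in the Lgr5-CREPT KO mice.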

In particular, three sets of lineage signature genes, Neurog3, Nkx2-2, Pdx1, and Pax6 (enteroendocrine cell), Spdef and Dll1 (goblet and Paneth cell), and Nox1 and Atoh1 (Paneth cell), were decreased in Lgr5-CREPT^KO^ cells (Fig. 4e). 

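All 10 lineage genes named in the text or shown in Fig. 4e had both Lgr5-CREPT KO values below both Lgr5-CREPT WT values, with log2 fold changes from -3.12 to -0.39. By limma's moderated test 1 of the 10, Neurod1, had an adjusted p below 0.05 over all genes tested, and 7 did when adjusted over these genes alone. How the paper chose these genes is not stated, and they may have been chosen on the same data. Neurod1, on chromosome 2 from 79452637 to 79456636, was 5.70 ± 0.983 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 1.60 ± 0.255 FPKM (SD, n = 2) in Lgr5-CREPT KO cells, a log2 fold change of -1.56 (adjusted p = 0.0336). Neurog3 was 16.6 and 25.1 FPKM in the Lgr5-CREPT WT mice and 10.1 and 6.83 FPKM in the Lgr5-CREPT KO mice (log2 fold change -1.25, adjusted p = 0.0731). Pax6 was below 1.1 FPKM in every mouse and fell from 0.910 ± 0.141 FPKM to 0.170 ± 0.0141 FPKM (adjusted p = 0.0935). Nox1, on chromosome X from 134086421 to 134137711, differed most between mice of the same genotype on the log2 scale, with 5.87 and 12.5 FPKM in the Lgr5-CREPT WT mice and 0.120 and 1.27 FPKM in the Lgr5-CREPT KO mice (log2 fold change -3.12, adjusted p = 0.0650). Spdef, Dll1 and Atoh1 had adjusted p of 0.194, 0.243 and 0.241. Lists of marker genes were tested as well. The 26 enteroendocrine genes tested had a median log2 fold change of -1.27, with 25 lower (adjusted p = 4.04e-12 from limma's camera). The 18 goblet cell genes had a median of -0.94, with 17 lower (adjusted p = 3.87e-07 from limma's camera). Both adjusted p rest on a correlation between genes that was set at 0.01 and not estimated from these 4 mice. With the correlation set at 0.05, limma's camera gave adjusted p of 7.23e-07 and 0.000108. The 17 Paneth cell genes had a median of 0.21 (adjusted p = 0.881) and moved in opposite directions in the Lgr5-CREPT KO mice, so the list gives no direction for this lineage.

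**Figure D1:**
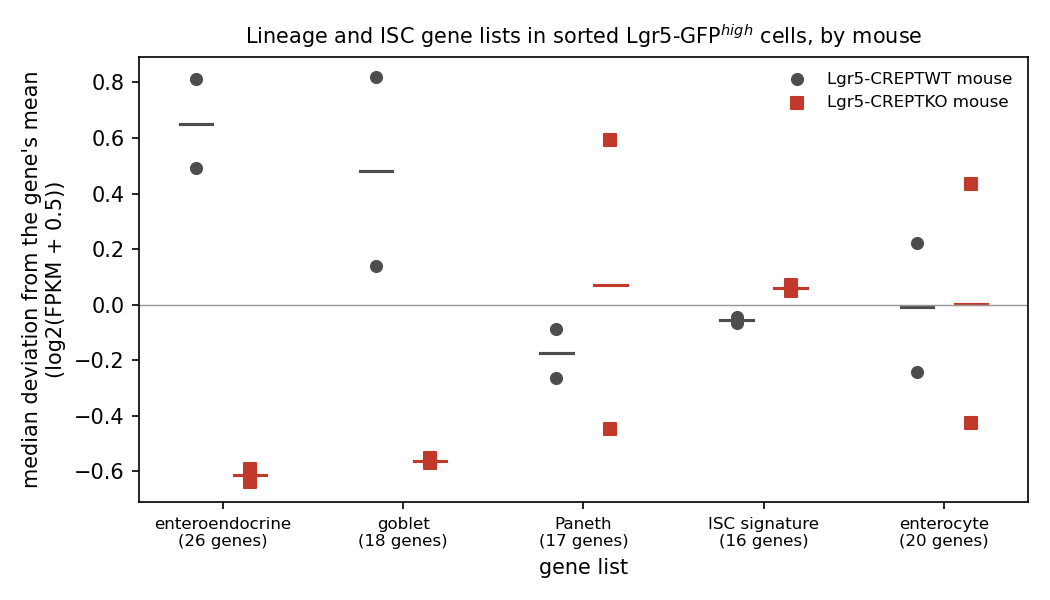
Median deviation of each mouse from the mean of all 4 mice, in log2(FPKM + 0.5), over the genes of 5 lists. Circles are Lgr5-CREPT WT mice, squares are Lgr5-CREPT KO mice and lines are the means of 2 mice; for the enteroendocrine list the Lgr5-CREPT WT mice lie at 0.49 and 0.81 and the Lgr5-CREPT KO mice at -0.59 and -0.64, while for the Paneth list the Lgr5-CREPT KO mice lie at -0.45 and 0.59, on either side of the Lgr5-CREPT WT mice.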

Interestingly, CREPT deletion caused downregulation of migration genes (Vim and Snai3), and increased the epithelium-related genes (Lama5 and collagen) (Fig. 4f). This gene expression alteration echoes the observation that EdU-labeled CREPT deleted cells migrated slower along the crypt-villi axis (see Fig. 1). In addition, the expression of cell cycle promoting genes in Lgr5-CREPT^KO^ cells were decreased (Fig. 4g) and EdU-labeled crypt numbers in Lgr5-CREPT^KO^ organoids were declined (Fig. 4h), suggesting that CREPT is crucial for the proliferation of Lgr5^+^ stem cells. 

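Vim, which encodes vimentin and lies on chromosome 2 from 13574311 to 13582826, was 3.97 and 4.53 FPKM in the Lgr5-CREPT WT mice and 1.07 and 2.22 FPKM in the Lgr5-CREPT KO mice, a log2 fold change of -1.20 (standard error 0.291, adjusted p = 0.0943 from limma's moderated test). Snai3 was 1.49 and 0.85 FPKM in the Lgr5-CREPT WT mice and 0.65 and 0.75 FPKM in the Lgr5-CREPT KO mice, a log2 fold change of -0.45 with an adjusted p of 0.376. Lama5, on chromosome 2 from 180176373 to 180225904, rose from 1.16 ± 0.0849 FPKM (SD, n = 2) to 4.16 ± 0.976 FPKM (SD, n = 2), a log2 fold change of 1.47 (standard error 0.201, adjusted p = 0.0396). Of the collagen genes, Col20a1 rose from 0.56 ± 0.085 FPKM to 2.25 ± 0.410 FPKM (log2 fold change 1.37, adjusted p = 0.0480). Col11a2 and Col16a1 had log2 fold changes of 0.91 and 0.70, with adjusted p of 0.101 and 0.136. The values of Col11a2 were used for the gene that Fig. 4f labels Col11a. In all, 2 of the 6 genes tested had an adjusted p below 0.05, and all 6 had values that did not overlap between the genotypes.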

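Of the 27 genes of Fig. 4g, 26 passed the filter on mean FPKM, and Tubg2, at 0.395 FPKM in Lgr5-CREPT WT cells and 0.290 FPKM in Lgr5-CREPT KO cells, did not. All 26 had both Lgr5-CREPT KO values below both Lgr5-CREPT WT values, with a median log2 fold change of -0.50. By limma's moderated test 5 had an adjusted p below 0.05 over all genes tested, and 16 did when adjusted over these genes alone. The paper does not state how these genes were chosen, and they may have been chosen on the same data. The 5 were Cdk4, Hmgn2, Cdkn3, Cenpm and Psmc3ip. Cdk4, on chromosome 10 from 127063535 to 127067288, was 289.5 ± 4.2 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 174.8 ± 4.8 FPKM (SD, n = 2) in Lgr5-CREPT KO cells, a log2 fold change of -0.73 (standard error 0.0667, adjusted p = 0.0298). Cenpm and Psmc3ip had log2 fold changes of -1.08 and -1.30 (adjusted p = 0.0333 and 0.0348). Lists of cell cycle genes that were not chosen on these data moved less. The 43 S-phase genes distributed with the Seurat package had a median log2 fold change of -0.04, with 23 lower and 20 higher (adjusted p = 0.881 from limma's camera). The 54 G2/M genes from the same source had a median of -0.13, with 37 lower and 17 higher (adjusted p = 0.113), although that median was at percentile 0.05 among 10000 random lists matched on mean expression. Those lists were drawn gene by gene, so the percentile takes no account of genes that move together or of the spread between mice. It was 99.98 for the Paneth list, whose Lgr5-CREPT KO mice lay on either side of the Lgr5-CREPT WT mice. From the lower expression of the Fig. 4g genes, together with the EdU labelling of organoids in Fig. 4h, the paper proposes that Lgr5+ stem cells need CREPT to proliferate.

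**Figure D2:**
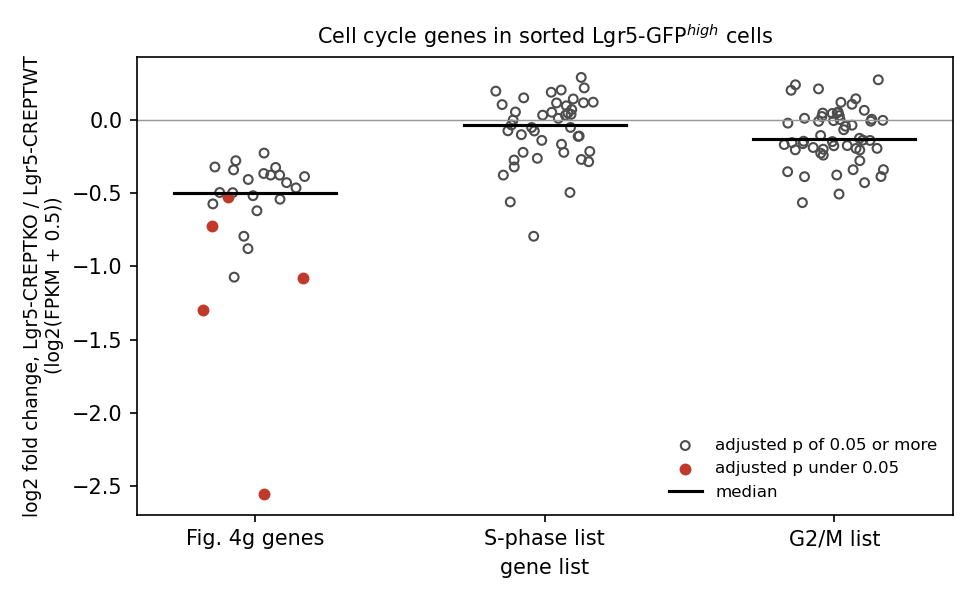
Log2 fold change between Lgr5-CREPT KO and Lgr5-CREPT WT cells, on the log2(FPKM + 0.5) scale, of the genes of Fig. 4g and of the S-phase and G2/M lists. Each point is a gene, filled points have an adjusted p below 0.05 by limma's moderated test and lines are medians, which lie at -0.50, -0.04 and -0.13.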

Taken together, all the results suggest that CREPT maintains the proliferation and differentiation of Lgr5^+^ ISCs at homeostasis.

**Fig. 4:**
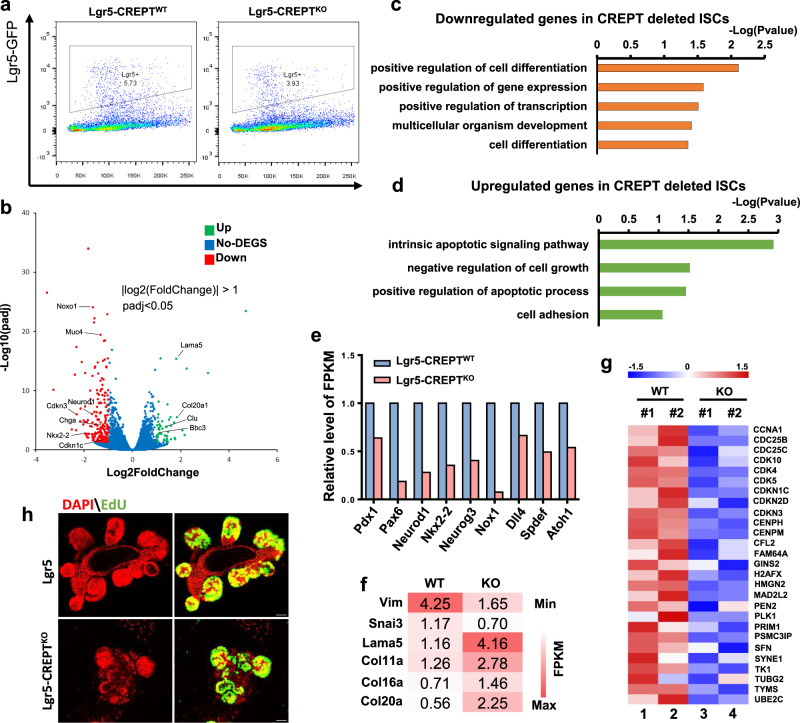
CREPT maintains the proliferation and differentiation of Lgr5^+^ ISCs. **a** Gate strategy of sorting Lgr5-GFP^high^ cells from TAM treated WT and Lgr5-CREPT^KO^ mice. **b** Volcano plot showing the upregulated and downregulated genes in Lgr5-CREPT^KO^ cells compared to Lgr5-CREPT^WT^ ones. **c**, **d** GO analysis of downregulated genes (**c**) and upregulated genes (**d**) in CREPT deleted Lgr5^+^ stem cells, respectively. **e** Relative FPKM showing the expression of differentiation-related genes in WT and Lgr5-CREPT^KO^ cells. Data represent mean of 2 mice per genotype derived from RNA-seq analysis. **f** Heatmap showing the expression of EMT-related genes of WT and Lgr5-CREPT^KO^ cells. *n* = 2 mice for each genotype. **g** Heatmap showing the relative expression level of cell cycle promoting genes of WT and Lgr5-CREPT^KO^ cells. *n* = 2 mice for each genotype. **h** Representative images of EdU-labeled cells in 4OHT treated intestinal organoids derived from WT and Lgr5-CREPT^KO^ mice. Images are representative of at least three independent experiments. Scale bars: 30 μm.

### CREPT deficiency suppresses the expression of stem cell signature genes in crypts by repressing the proliferation of Lgr5^+^ ISCs

The RNA-seq data of TAM treated Lgr5+ cells showed that the expression of Lgr5^+^ ISC signature genes^16^, including the Lgr5 gene per se, was barely affected by CREPT deletion in purified Lgr5+ cells (Supplementary Fig. 4a). However, as mentioned above, we observed a significant decrease of Lgr5-GFP+ cells after TAM-induced CREPT deletion (Fig. 2h, i). It is possible that the cells with ISC signature genes were survived but other cells were lost in CREPT deleted crypts. 

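Lgr5, on chromosome 10 from 115450314 to 115587780, was 42.7 ± 7.05 FPKM (SD, n = 2) in Lgr5-CREPT WT cells and 56.1 ± 5.70 FPKM (SD, n = 2) in Lgr5-CREPT KO cells, a log2 fold change of 0.40 (standard error 0.141, adjusted p = 0.176 from limma's moderated test). Olfm4 was 5004 ± 102 FPKM and 5266 ± 120 FPKM, with a log2 fold change of 0.07 (adjusted p = 0.685). The 16 ISC signature genes of Supplementary Fig. 4a other than Rprd1b had a median log2 fold change of 0.10, with 6 lower and 10 higher (adjusted p = 0.274 from limma's camera). Gkn3 and Kif12 were the 2 with an adjusted p below 0.05 over all genes tested, and 5 of the 16 were below it when adjusted over the list alone. Gkn3 fell from 110.1 ± 25.6 FPKM to 52.0 ± 2.94 FPKM (log2 fold change -1.06, adjusted p = 0.0496) and Kif12 from 13.8 ± 2.61 FPKM to 5.05 ± 1.15 FPKM (log2 fold change -1.37, adjusted p = 0.0443). Aqp1 rose most, from 207.2 ± 18.9 FPKM to 365.7 ± 67.3 FPKM (log2 fold change 0.81, adjusted p = 0.0610).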

The RNA-seq data of Lgr5+ cells only reflected the gene expression change in remaining Lgr5+ cells. To clarify the role of CREPT in ISC maintenance, we examined the gene expression in the intestinal crypts from WT and Vil-CREPTKO mice. An RNA-seq result showed that 412 genes were substantially downregulated in the crypts when CREPT was deleted (Supplementary Fig. 4b). We compared our RNA-seq data with a previously identified signature gene set of Lgr5^+^ stem cells^16^. The results showed that the ISC signature genes were enriched in the downregulated genes in Vil-CREPT^KO^ mice, suggesting that CREPT may affect the stem cells in crypts (Supplementary Fig. 4c). For validation, Lgr5 and Olfm4, two stem cell markers, were shown to be decreased in the crypts of Vil-CREPT^KO^ mice (Supplementary Fig. 4d). Simultaneously, we observed that cell cycle promoting genes and differentiation determining genes were downregulated (Supplementary Fig. 4e–g). Of note, Nox1 and Atoh1, two marker genes of Paneth cells, were substantially decreased in the crypts of Vil-CREPT^KO^ mice (Supplementary Fig. 4f, g), which echoes our immunostaining results for decreased lysozyme positive Paneth cells (Fig. 1j). Taken together, we conclude that CREPT participates in the regulation of genes in maintaining the proliferation of Lgr5^+^ ISCs.

### CREPT is required for Wnt activation during the regeneration process

Next, we analyzed the gene expression profiles of irradiated WT and Vil-CREPT^KO^ intestines. Surprisingly, 993 genes were downregulated in irradiated Vil-CREPT^KO^ intestines (Fig. 5a), much more than that of untreated WT and Vil-CREPT^KO^ intestines (412 genes, Supplementary Fig. 4b). These results suggest that CREPT plays a more prominent role in regeneration rather than homeostasis maintenance. To examine the role of CREPT in intestine regeneration, the RNA-seq data of un-irradiated WT and irradiated WT intestines were analyzed (Supplementary Fig. 5a). A KEGG analysis to identify enriched pathways in intestinal cells after irradiation showed that PI3K-AKT, Hippo, Wnt, MAPK, and TGFβ signaling pathways were upregulated in irradiated WT intestines (Supplementary Fig. 5b). We hypothesized that CREPT deficiency might impede the activation of one or more of these five signaling pathways. Indeed, a gene-set enrichment analysis (GSEA)^40,41^ of the gene expression profiles from irradiated WT and Vil-CREPT^KO^ intestines showed substantial upregulation and downregulation in Wnt signaling components (Supplementary Fig. 5c), and upregulation mostly in other four signaling pathways (Supplementary Fig. 5d–g). Therefore, we focus on the effect of CREPT on the Wnt signaling pathway.

**Fig. 5:**
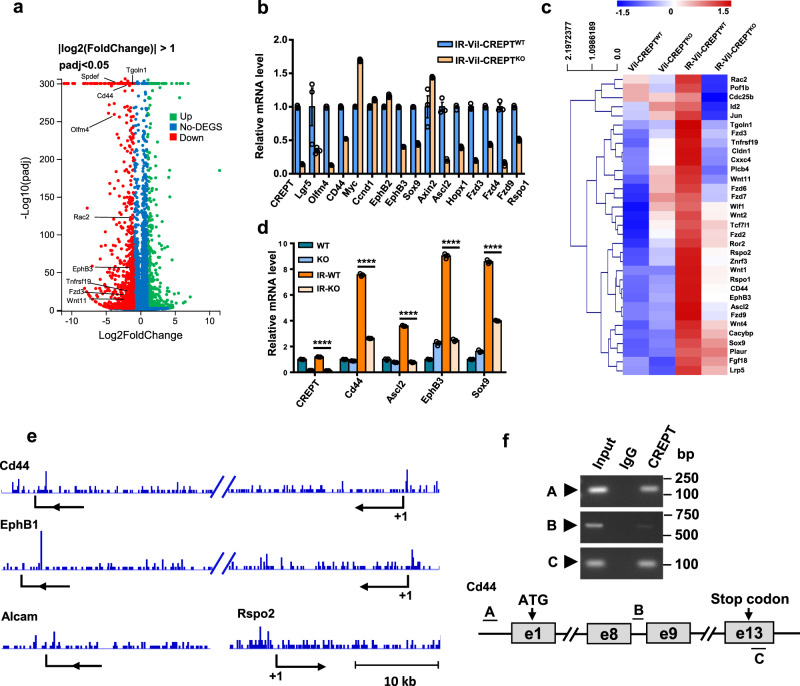
CREPT promotes intestinal regeneration through the Wnt signaling pathway. **a** Volcano plot showing the upregulated and downregulated genes in irradiated (IR)-Vil-CREPT^KO^ crypts compared to IR-Vil-CREPT^WT^ ones. **b** Quantitative RT-PCR analysis of Wnt target genes in irradiated WT and Vil-CREPT^KO^ intestines at 3 dpi. *n* = 3 independent experiments. **c** Heatmap showing the expression levels of Wnt target genes in untreated/irradiated WT and Vil-CREPT^KO^ intestines. **d** Quantitative RT-PCR analysis of *Cd44*, *Ascl2*, *EphB3*, and *Sox9* expression in untreated/irradiated WT and Vil-CREPT^KO^ intestines. *p* < 0.0001 by 2-tailed Student’s *t*-test. *n* = 3 independent experiments. **e** ChIP-seq signals of CREPT occupied genomic loci. The CREPT occupancy frequency is illustrated at the genome of Wnt target genes including *Cd44*, *EphB1*, *Alcam*, and *Rspo2*. **f** Quantitative PCRs showing the enrichment of CREPT on the promotor and termination region of the *Cd44* gene. The primers A, B, and C, were designed as indicated. Images are representative of three independent experiments. Statistics data represent mean ± SEM.

Indeed, CREPT deletion caused substantial downregulation of a majority of Wnt target genes, although *Myc*, *Ccnd1*, *EphB2*, and *Axin2* were unchanged or slightly unexpectedly upregulated (Fig. 5b). We then excluded the Wnt related genes with invariant and/or reduced expression value in irradiated WT mice compared to the untreated WT mice, and analyzed the expression of the increased Wnt responsible genes in the intestines of irradiated WT and Vil-CREPT^KO^ mice. The results showed that many Wnt positive-regulation genes were activated in irradiated WT mice (Fig. 5c, panel 1 vs. 3), but the upregulation was suppressed in irradiated Vil-CREPT^KO^ mice (Fig. 5c, panel 3 vs. 4). Quantitative RT-PCR analysis confirmed that *CD44*, *Ascl2*, *EphB3*, and *Sox9*, four Wnt targeted genes, were substantially increased after X-ray irradiation in WT mice but deletion of CREPT significantly impaired their expression (Fig. 5d). These results suggest that CREPT is essential for the Wnt signaling activation during the regeneration of intestinal epithelium.

To confirm the regulation of CREPT on Wnt target genes, we performed a ChIP-sequencing (ChIP-seq) experiment in WT and Vil-CREPT^KO^ intestinal crypts. The results demonstrated that CREPT occupancy was enriched at both the promoters and termination regions of *Cd44* and *EphB1*, but only at the termination region of *Alcam* and at the promoter of *Rspo2* (Fig. 5e). The ChIP-seq result was confirmed using the *Cd44* gene by a ChIP experiment (Fig. 5f). These results suggest that CREPT regulates Wnt target genes at the transcriptional level but in different ways. To further confirm the role of CREPT on the regulation of Wnt signal, we used intestinal organoids in the presence of CHIR99021, a GSK3β inhibitor to impair the degradation of β-catenin in the cytoplasm^42^. The results showed that CHIR99021 substantially increased the Lgr5^+^ staining cells in WT organoids (Supplementary Fig. 5h, comparing β and δ, ϕ and η), but failed to maintain the organoid passage and Lgr5 expression in the Lgr5-CREPT^KO^ organoids (Supplementary Fig. 5h, i, comparing π and η). A quantitative analysis demonstrated substantial decreases in organoid numbers in CREPT KO cells in the presence of CHIR99021 (Supplementary Fig. 5j). These results suggest that CREPT is also essential for the Wnt-activated growth of intestinal organoids.

### CREPT facilitates β-catenin retaining in the crypt nucleus during regeneration

The impacts of CREPT on the Wnt signaling during intestinal renewal and regeneration prompted us to explore how CREPT regulates Wnt signaling. To this end, we performed luciferase assays with a widely used super-top reporter^43^. The results showed that the deletion of CREPT impaired Wnt, APC-depletion and β-catenin activated transcription of the reporter (Fig. 6a–c) but CHIR99021 greatly rescued the luciferase activity (Fig. 6d), suggesting that CREPT regulates the downstream events of Wnt signaling at the transcription level. However, the mRNA levels of β-catenin were barely affected by CREPT deficiency (Supplementary Fig. 6). Based on our previous studies^23,28,29^, we speculate that CREPT regulates Wnt signaling through β-catenin interaction. Indeed, we observed that endogenous (Fig. 6e) and exogenous (Fig. 6f) CREPT and β-catenin proteins interacted in the crypts and HEK293T cells, respectively. To decipher the role of CREPT on β-catenin, we examined the protein level of β-catenin. A Western blot showed that the level of β-catenin in the nucleus was substantially decreased in CREPT KO cells (Fig. 6g). These results suggest that CREPT might regulate the retaining of β-catenin in the nucleus.

**Fig. 6:**
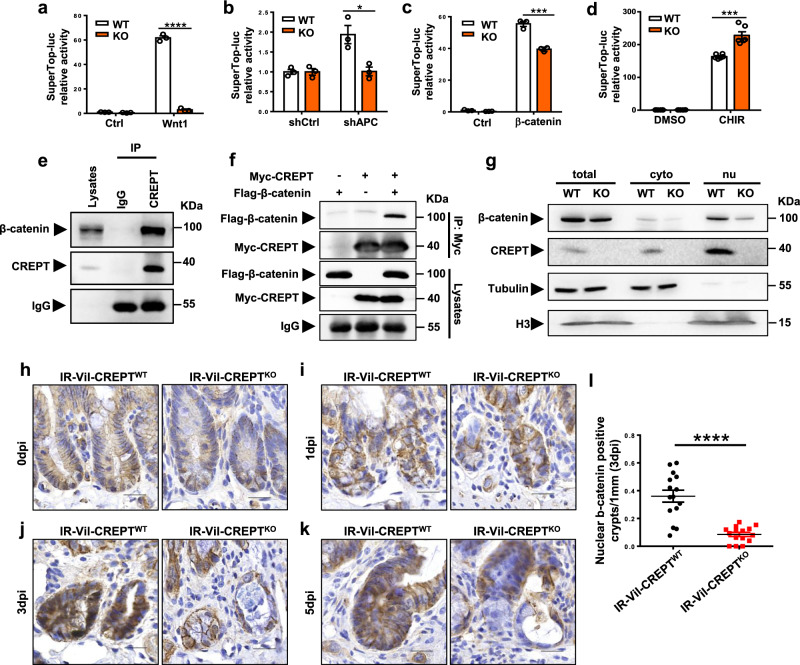
CREPT assists β-catenin retaining in the crypt nuclei. **a**–**d** CREPT deletion impaired the SuperTop luciferase activity stimulated by Wnt1 (**a**), APC depletion (**b**), β-catenin (**c**), and CHIR99021 (**d**). CREPT was deleted by a CRISPR-Cas9 system in HEK293T cells. SuperTop-luciferase reporter and pRL-TK plasmids transfected WT and CREPT deleted HEK293T cells were co-transfected with Wnt1 (**a**), shAPC (**b**), and β-catenin (**c**) plasmids, or treated with 5 μM CHIR99021 for 4 h (**d**). The activity was expressed as fold-changes, normalized by an internal control (Renilla). *p* < 0.0001 (**a**). *p* = 0.0168 (**b**). *p* = 0.0009 (**c**). *p* = 0.0002 (**d**). *n* = 3 independent experiments for each treatment. **e** Endogenous CREPT interacts with β-catenin. Cell lysis of intestinal crypts was incubated with control IgG or anti-CREPT antibodies. The immunoprecipitants were analyzed by Western Blotting using anti-β-catenin or anti-CREPT antibodies. **f** Exogenous CREPT interacted with β-catenin. Myc-tagged CREPT (Myc-CREPT) and FLAG-tagged β-catenin (Flag-β-catenin) were co-expressed in HEK293T cells. **g** CREPT deletion reduced the nuclear protein level of β-catenin. CREPT was deleted by the CRISPR-Cas9 system in DLD1 colorectal tumor cells. β-catenin proteins were analyzed by Western blotting in cytoplasmic and nuclear fractions of WT and CREPT KO DLD1 cells. **h**–**k** Representative images of β-catenin IHC staining in crypts at 0, 1, 3, and 5 dpi after X-ray irradiation, respectively. Obvious nuclear β-catenin appeared at 3 dpi of WT mice, but not Vil-CREPT^KO^ mice. **l** Quantification of nuclear β-catenin positive crypts per 1 mm intestine at 3 dpi. *p* < 0.0001. *n* = 3 mice per genotype. Images are representative of at least three independent experiments (*n* = 3 mice per genotype). Statistics data represent mean ± SEM. All *p* values were generated by 2-tailed Student’s *t*-test. Scale bars: 20 μm (**h**–**k**).

To confirm the role of CREPT on retaining β-catenin in the nucleus in vivo, we performed immunohistochemistry experiments. β-catenin was barely observed in the nucleus at 0 and 1 dpi of irradiated WT and Vil-CREPT^KO^ mice (Fig. 6h, i). Interestingly, overt nuclear β-catenin was detected in the intestinal crypts of irradiated WT mice at 3 dpi (Fig. 6j), and disappeared at 5 dpi (Fig. 6k), suggesting that Wnt signaling was activated at 3 dpi but terminated at 5 dpi during crypt regeneration. However, few cells had β-catenin in the nucleus in the crypts of irradiated Vil-CREPT^KO^ mice in the whole regeneration processes from 1 to 5 dpi (Fig. 6h–k). A quantitative analysis showed the amount of nuclear β-catenin was significantly reduced when CREPT was deleted at 3 dpi (Fig. 6l). All these results suggest that CREPT regulates the nuclear retaining of β-catenin in crypt cells during intestinal regeneration.

## Discussion

The ISCs are precisely controlled to enable intestinal daily renewal and regeneration after damage, yet the regulating mechanism is not fully understood. In this study, we report that CREPT is one of the key regulators of ISCs. We observed that CREPT was mainly expressed in crypt cells and CREPT deficiency decelerated the fast turnover of intestinal epithelia and impacted the differentiated cell number. In particular, a great loss of Lgr5^+^ stem cells were found in CREPT deleted crypts. In addition, the CREPT-deleted intestinal epithelia were not able to regenerate after irradiation and DSS treatment. All these observations suggest that CREPT plays a critical role in the maintenance and proliferation of ISCs. Mechanically, we identified that CREPT regulated the proliferation and differentiation of Lgr5^+^ ISCs at homeostasis, and participated in the Wnt signaling activation by retaining β-catenin in the nucleus in ISCs during intestinal regeneration. Taken together, our results suggest that CREPT functions to maintain ISCs in intestines (Fig. 7).

**Fig. 7:**
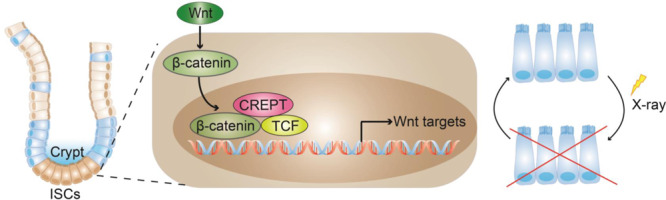
A graphical model of CREPT function in ISCs and intestinal regeneration. ISCs reside in intestinal crypts. CREPT maintains the proliferation and differentiation of Lgr5^+^ ISCs at homeostasis. Under damages such as irradiation, CREPT promotes the activation of the Wnt signaling pathway through facilitating β-catenin retention in the nucleus. CREPT is indispensable for intestinal regeneration, and the deletion of CREPT leads to impaired proliferation ability of ISCs and failure of intestinal regeneration.

A previous study showed that ablation of Lgr5^+^ cells was tolerated by the intestine, but led to epithelia collapse after irradiation^17^. This echoes our observation that Vil-CREPT^KO^ mice survived but irradiated Vil-CREPT^KO^ intestine failed to regenerate (Fig. 3 and Supplementary Fig. 3). Together with our findings that Lgr5^+^ cell number was significantly reduced in Vil-CREPT^KO^ intestine, we conclude that the regeneration failure of CREPT deficiency intestine might be due to a reduced number of Lgr5^+^ cells. In this context, the expression of CREPT should be prior to Lgr5 during embryonic development. Indeed, CREPT is abundantly expressed in the early embryo before E13.5^23^ and Lgr5 is expressed at E16.5^44^. On the other hand, we noticed that the expression of CREPT in the crypts was extended to the TA cell zone, much broader than the expression of Lgr5 (see Fig. 1). This fact suggests that CREPT is not a stem cell marker specifically expressed in ISCs, although it plays a critical role in the proliferation of ISCs. Of note, the Lgr5-cre driven CREPT deletion showed no significant phenotype under irradiation treatment (Supplementary Fig. 7) while the Vil-CREPT^KO^ mice were very sensitive to irradiation (see Fig. 3). These observations suggest that CREPT affects the stem cell during the early gut development, although we could not exclude the possibility that Lgr5-cre is mosaic in adult mice with no cre expression in a part of Lgr5+ cells (see Lgr5-GFP staining in untreated WT mice in Fig. 2b, h). To distinguish the roles of CREPT between intestinal development vs. in adult tissue homeostasis, the inducible Villin-cre or Ah-Cre^45^ mice should be used to delete CREPT in adult intestines.

We noted that the Villin-cre driven CREPT knockout phenotype was different between in vivo vs. in vitro. The intestinal epithelium formed normally in vivo, although the quantity of Lgr5^+^ stem cells and differentiated cells were reduced in CREPT KO mice (Figs. 1j, k, 2b, c). However, in the purified epithelial cell culture system, the crypts from CREPT KO mice could not form organoids with EGF, Noggin and R-spondin1 supplements (supplementary Fig. 2d). We speculate that the phenotypic difference between in vivo and in vitro was due to the different niches the epithelial cells reside in. It has been known that Wnts could be produced by Paneth cells and stomal cells^7,46,47^. Under in vivo conditions, although the quantity of Paneth cells was reduced in the crypts of Vil-CREPT^KO^ intestines, stromal cells could produce enough Wnt ligands to maintain the stem cell proliferation^46^. However, under the in vitro condition, due to lack of stromal cells, reduced Paneth cells in the crypt base could not secrete enough Wnts, leading to the failure of organoid formation.

Although our previous results demonstrated that CREPT is required for the Wnt signaling activation in tumor cells^28^, we noticed that not all the Wnt downstream genes responded to CREPT deletion in ISCs. Several canonical Wnt target genes, such as *CCND1* and *c-Myc*, were not repressed, but slightly elevated in irradiated Vil-CREPT^KO^ mice. This surprised us because CREPT was shown to elevate *CCND1* and *c-Myc* expression significantly through Wnt signaling in tumor cells^23,28^. We reason that the role of CREPT on Wnt activation in normal intestine regeneration might be different from that during tumorigenesis. Consistent with our observations, other studies showed that *Cyclin D1* null mice failed to exhibit any abnormalities in the intestine^48^ and *APC* deletion in intestines had no effect on the immediate *Cyclin D1* expression^49,50^. Also, *c-Myc* was found dispensable for intestine homeostasis^51^. On the other hand, the unexpected regulations of Cyclin D1 and c-Myc by CREPT deletion might be due to a complementary effect during tissue regeneration. This hypothesis is supported by the essential role of c-Myc for intestinal proliferation^52,53^. In this context, the upregulation of cyclin D1 and c-Myc might be regulated by other signal pathways, rather than the Wnt pathway. To support this notion, our GSEA analysis showed major upregulation in PI3K-AKT, Hippo, MAPK and TGFβ signaling pathways in Vil-CREPT^KO^ intestines during regeneration (Supplementary Fig. 4d–g). Therefore, we postulate that cyclin D1 and c-Myc are upregulated through these signaling pathways rather than Wnt signaling during regeneration, but the upregulation of cyclin D1 and c-Myc could not compensate for the loss of CREPT and other Wnt target genes during intestinal regeneration. Furthermore, it is quite interesting that CREPT occupancy occurs differently at different Wnt target genes (Fig. 5e). In *Cd44* and *EphB1*, CREPT occupied both the promoter and termination region. This two-location occupancy implies a transcriptional loop, which was observed in tumor cells in our previous study^23^. However, CREPT also occupies solely either the promoter or the termination region in *Rspo2* or *Alcam*. These results suggest that CREPT might regulate different genes in coordination with other factors. At homeostasis, we could barely observe any nuclear β-catenin in both WT and Vil-CREPT^KO^ intestinal crypts, but CREPT deletion downregulated the expression of many stem cell signature genes, lineage marker genes and cell-cycle promoting genes, which are mainly regulated by Wnt signal^21,46,54,55^. Taken together, we speculate that Wnt signaling regulates different genes expression through CREPT under different physiological conditions. However, future work is needed to prove this hypothesis.

We found that CREPT facilitated nuclear β-catenin retention in crypt cells. This may represent one of the ways how CREPT promotes Wnt signaling in the intestinal stem cell zone. However, the mechanism as to how CREPT retains β-catenin in nuclei is not fully understood. We speculate that CREPT, which is a nuclear protein, prevents β-catenin from nuclear export by interacting with β-catenin and recruiting other β-catenin nuclear binding proteins, such as BCL9^56^. Still, it remains unclear whether CREPT regulates β-catenin/TCF transcription activity during regeneration. We hope this will be done in our future studies.

One group reported that ISCs survived irradiation because these cells were more capable of DNA repair than the differentiated cells^57^. The DNA repair in ISCs utilizes homologous recombination (HR), with fewer repair mistakes than non-homologous end joining (NHEJ)^57^. Coincidently, CREPT has been reported to be involved in the DNA repair complex to promote DNA double strain breaks (DSBs) repair by both HR and NHEJ^32,58,59^. In this study, we provided evidence that CREPT participated in the regulation of intestine regeneration after irradiation and chemical-induced damage. Although we obtained strong evidence that CREPT activated Wnt signaling for ISC proliferation, we could not exclude the possibility that CREPT might promote DNA repair in ISCs after irradiation. We believe that CREPT might also function on DNA damage repairing for the regeneration of intestines. This required more effort to elucidate the detailed mechanism in further studies.

## Methods

### Mice

*Vil-cre* mice^33^ and *Lgr5-EGFP-IRES-creERT2*^2^ mice were kindly provided by Prof. Ye-guang Chen of Tsinghua University. These mice lines were maintained in a C57BL/6 genetic background. Both male and female mice were used in the study. All mice were housed in isolated ventilated cages (maximally six mice per cage) in a barrier facility at Tsinghua University. The mice were maintained on a 12-h light-dark cycle, 22–26 degrees with sterile pellet food and water ad libitum. The laboratory animal facility has been accredited by AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care International) and the IACUC (Institutional Animal Care and Use Committee) of Tsinghua University approved all animal protocols used in this study.

For EdU pulse-chase experiment, the WT and Vil-CREPT^KO^ mice were treated with a single EdU injection (100 μg) and analyzed after different times. For the cre induction by Tamoxifen, the *Lgr5-GFP-CreERT2* mice (as WT group) and *Lgr5-GFP; CREPT*^*fl/fl*^ mice (as experimental group) both were intraperitoneally injected with tamoxifen at 1 mg a day for 5 consecutive days. Then, Lgr5-WT and Lgr5-CREPT^KO^ cells were harvested by sorting Lgr5^high^ cells on day 7 for RNA-seq, and intestinal sections were analyzed at different times post treatment.

For irradiation, mice received a single dose of abdominal X-ray radiation (10 Gy) and were then analyzed at different time points. For DSS treatment, WT and Vil-CREPT^KO^ mice were fed with 2.5% DSS in water for 7 days. We observed the behavior and health condition of irradiated/DSS-treat mice every day. The mice are judged to be dead and euthanized by CO2, when the euthanasia thresholds meet the following predefined criteria. (1) The animal is on the verge of death or unable to move, or has no response after giving gentle stimulation; (2) Difficulty in breathing: typical symptoms are saliva and/or cyanosis; (3) Diarrhea or incontinence; (4) Reduced body weight by 20% before the experiment; (5) The animal is unable to eat or drink; (6) The animal has obvious anxiety and restlessness; (7) Paralysis, persistent epilepsy or stereotyped behavior, etc.; (8) Animal skin damage area accounts for more than 30% of the whole body, or infection and purulent appear; (9) Other circumstances where the veterinarian determines that an endpoint is required.

### Isolation of murine intestinal epithelial cells and organoid culture

Murine small intestines were harvested, and cut open longitudinally. After washing in cold PBS with Penicillin (200 U/ml) + Streptomycin (200 μg/ml) (Invitrogen) for 3 times, the intestines were cut into 5 mm pieces, and incubated in pre-cold PBS with 2 mM EDTA on ice for 1 h. The intestines were then transferred to new cold PBS. Samples were vigorously shaken again for 2 min, and the intestinal epithelial cells (villi + crypts) were enriched in the supernatant. The supernatant was either centrifuged to collect the whole epithelial cells or passed through 70 μm cell strainers (Corning) to filter out villi. The crypts were spun down as centrifuged at 300 × *g* for 5 min. The crypts were embedded in 50 μl Matrigel (Corning) and seeded in pre-wormed 24-well plates. Then, the crypts in Matrigel were cultured in DMEM/F12 medium (Invitrogen) containing 50 ng ml^−1^ EGF (Peprotech), 100 ng ml^−1^ Noggin (Peprotech), 500 ng ml^−1^ R-spondin1 (kindly provided by Prof. Xinquan Wang of Tsinghua University), N-acetylcysteine (Sigma-Aldrich), N2 and B27 (Invitrogen).

### Human colorectal organoid culture and PRTC treatment

The human colonic mucosa sample was obtained trimming surgically resected specimens under informed consent and institutional review board approval at the Peking University People’s Hospital. The human colorectal stem cells were obtained as described previously^60^. Briefly, the resected specimens were washed and cut into 5 mm pieces. The dissected samples were incubated in pre-cold PBS with 2.5 mM EDTA, placed on a rocking shaker and rocked gently at 4 °C for 1 h. The samples were then transferred to new cold PBS, and pipette up and down to disaggregate the crypts. The crypts were spun down at 300 × *g* for 5 min and re-suspended in Matrigel. The cells were cultured in Advanced DMEM/F12 medium (Invitrogen) containing 50 ng ml^−1^ EGF, 100 ng ml^−1^ Noggin, 500 ng ml^−1^ R-spondin1, 100 ng ml^−1^ Wnt3A (R&D), N-acetylcysteine, B27, 500 nM A83-01, 10 μM SB202190, and 10 nM Gastrin I (R&D).

The CREPT targeting PROTAC (PRTC) was synthesized as described previously^38^. Briefly, the target arm of PRTC was designed according to the lysine 266 to valine 286 of CREPT, connecting with 6-aminohexanoic acid (AHX) and a VHL ligand. Mutant PRTC (leucine 269, 276, and 283 were replaced with proline residues) failed to interact with CREPT and was added to the culture medium as control. The human colorectal organoids were treated with PRTC and mutant PRTC (Ctrl), respectively, at 10 μM for 5 consecutive days.

### Immunoblotting and immunoprecipitation

For endogenous interaction assays, protein lysates were prepared from intestinal crypts in cell lysis buffer (50 mm Tris-Cl, 150 mm NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, and 1% SDS, pH 8.0) with protease inhibitors. For exogenous interaction assays, Myc-CREPT and Flag-β-catenin were co-transfected into HEK293T cells. After 24 h of transfection, the cells were lysed in lysis buffer. The lysates were incubated with appropriate antibodies at 4 °C overnight, followed by the addition of protein G-agarose beads to pellet the immune complexes for 1 h. Cell lysates and immunoprecipitants were analyzed by immunoblotting for the indicated proteins. Original uncropped immunoblots are shown in Supplementary Fig. 8.

### Immunohistochemistry and immunofluorescence

Mouse tissues were washed three times with cold PBS, fixed in 4% paraformaldehyde solution, and embedded in paraffin. 5 μm sections were de-paraffined by xylene and hydrated in graded alcohol. Antigen retrieval of tissue sections was performed by sodium citrate buffer and quenched by a peroxidase-blocking solution (Dako). Sections were then incubated in protein block solution (Dako) for 10 min, and overnight at 4degrees with primary antibodies, including mouse anti-CREPT^61^, rabbit anti-ki67 (Abcam, ab15580, 1:500), rabbit anti-Olfm4 (CST, 39141, 1:400), rabbit anti-Lysozyme (Dako, A0099, 1:1000), mouse anti-β-catenin (BD, 610154, 1:200), rabbit anti-cyclin D1 (Abcam, ab21699, 1:100), rabbit anti-GFP (CST, 2956, 1:200).

For immunohistochemistry, HRP rabbit/mouse secondary antibody solution (Dako) was added on sections after primary antibody, and color developed by DAB (Dako). The blue nucleus was stained by hematoxylin solution (Sigma, 03971). Goblet cells were stained by alcian blue kit (Abcam, ab150661) according to manufacturers’ recommendations. Slides were then dehydrated by xylene, and mounted by Leica cv ultra medium. Bright-field pictures of sections were taken by the Zeiss Axio Scan.Z1 slice scanner.

For immunofluorescence, Alexa Fluor 488 conjugated anti-rabbit (CST, 4412, 1:1000) and 546 conjugated anti-mouse (Thermo, A11030, 1:500) secondary antibody were added to the slides after the primary antibody, and DAPI (Sigma, D8417) was used to detect the nucleus. Slides were mounted by ProLong™ Gold anti-fade reagent (Thermo, P36934), and the fluorescent pictures were taken by the FV1200 laser scanning microscope (Olympus).

For organoids staining, the organoids were fixed overnight in 4% formaldehyde solution at 4degrees, permeabilized in 0.3% Triton for 20 min, and blocked in 2% BSA for 1 h at room temperature. Then, the organoids were incubated overnight with primary antibodies at 4degrees. After washed in PBST (0.1% Tween 20 in PBS) for 3 times, the organoids were incubated in fluorescent antibodies overnight at 4degrees. The DAPI was applied to detect the nucleus. For the EdU experiment on organoids, the intestinal organoids were incubated in culture media supplemented with 10 μm EdU for 1 h. EdU positive cells were detected by Click-iT™ EdU Alexa Fluor™ 488 Assay Kit (Thermo, C10425) according to manufacturers’ recommendations.

### Isolation of Lgr5-GFP^+^ cells

Crypts were collected from Lgr5-WT and Lgr5-CREPT^KO^ mice as the method described above, and suspended in TryPLE (Gibco, 12604) to be disaggregated into single cells. The disaggregated cells were passed through 40 μm cell strainers (Corning) and analyzed by flow cytometry (BD Arial III) based on the fluorescent signals of GFP proteins.

### RNA-seq

RNAs were extracted from crypts of WT and Vil-CREPTKO mice and/or the intestines of X-ray irradiated WT and Vil-CREPTKO mice using Trizol (Invitrogen) according to manufacturers’ recommendations. High-throughput sequencing was performed by BGISEQ (BGI genomics). The RNA-seq was carried out with two biological replicates. The RNA-seq results were mapped to the GCF_000001635.26_GRCm38.p6 genome sequence from NCBI. Clean reads were mapped to reference transcripts using Bowtie2, and then calculate the gene expression level for each sample with RSEM. DEseq2 algorithms were used to identify the Differentially expression genes. Genes with absolute log2-transformed fold changes >1 were regarded as differentially expressed genes, and a threshold of *q* value <0.05 was used. Gene Ontology (GO) analysis was performed with DAVID Bioinformatics tools (https://david.ncifcrf.gov/). The full ordering lists of GO terms enriched in Fig. 4 are shown in the Source Data file. Heatmaps were generated by MeV (http://mev.tm4.org/) and Gene set enrichment analyses (GSEA) were performed with the GSEA platform of the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp) using the pre-ranked lists of gene fold changes against public gene sets of intestinal gene signature.

### Quantitative RT-qPCR

After RNA extraction, cDNA was prepared from 2 μg total RNA using the Fast King reverse transcription kit (Tiangen). The PCR reactions were performed on LightCycler 480 (Roche) as indicated by the manufacturer. The relative transcript level of each gene was normalized to β-actin, and calculated according to the 2^−ΔΔCt^ method. The primers used were listed in Supplementary Data 1. Original uncropped PCR results are shown in Supplementary Fig. 9.

### ChIP and ChIP-seq

All ChIP assays were performed in intestinal crypt cells. The crypts were isolated as the method described previously, and then suspended in TryPLE (Gibco, 12604) to be disaggregated into single cells. The cells were crosslinked with 1% formaldehyde for 10 min at 37 °C, and the nuclei were extracted according to the manufacturer’s instructions (CST, 9004). The DNA was sheared to a length of approximately 100–500 bp by sonicating the samples with 20 pulses. Samples were incubated on ice between each pulse. ChIP assays were then carried out with the manufacturer’s instructions, using the anti-CREPT antibody. For ChIP–quantitative PCR, the immunoprecipitated DNA or input DNA was analyzed by PCR, and the primers used were available in Supplementary Data 1. For ChIP-seq, CREPT immunoprecipitated DNA was ligated with adapters, amplified by PCR, and sequenced by BGISEQ (BGI genomics). Clean reads were mapped to the GCF_000001635.26_GRCm38.p6 genome sequence from NCBI using SOAPaligner/soap2^62^. Peak (ChIP Sequencing enrichment area) scanning in the whole genome was performed to obtain the position information of Peak on the genome and the sequence information of the Peak region by MACS^63^. Heatmaps of CREPT enrichment regions were visualized by using IGV.

### Nuclear protein extraction

WT and CREPT knockout DLD1 cells were suspended in 600 μl of ice-cold Buffer I (10 mM HEPES, 1.5 mM MgCl_2_, 10 mM KCl, and protease inhibitors, pH 8.0) and incubated on ice for 15 min. NonidetP-40 was then added to a final concentration of 1%. Samples were shortly vortexed and centrifuged at top speed for 2–3 min. The supernatants were collected as the cytoplasmic fraction. The nuclear pellets were re-suspended in 220 μl of ice-cold Buffer II (20 mM HEPES, 1.5 mM MgCl2, 420 mM NaCl, 0.2 mM EDTA, 25% glycerol, and protease inhibitors, pH 8.0) and then rotated vigorously for 30 min. Samples were centrifuged at top speed for 10 min, and the supernatants were collected as the nuclear fraction. All steps were performed at 4 °C.

### Statistics

All experiments reported in this study were repeated at least three independent times. In vivo analyses were conducted with at least three animals per condition. The RNA-seq was carried out with two biological replicates. The number of animals in each experiment is depicted in Figure legends. Intestinal organoids of each group were cultured in 3 wells repeatedly, the organoids with ≥100 μm diameters were considered. GraphPad Prism version 6 was used for statistical analysis. Two-tailed unpaired Student’s *t*-tests were used for statistical significance analysis of two groups to generate *P* values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available upon reasonable request. The RNA-sequencing data reported in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes: GSE143695, GSE143604 and GSE143605. The ChIP-seq data have been deposited in the GEO database under accession code: GSE158243. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CREPT is required for murine stem cell maintenance during intestinal regeneration
**Source:** Nat Commun. 2021 Jan 11;12:270. doi: 10.1038/s41467-020-20636-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Slide 1
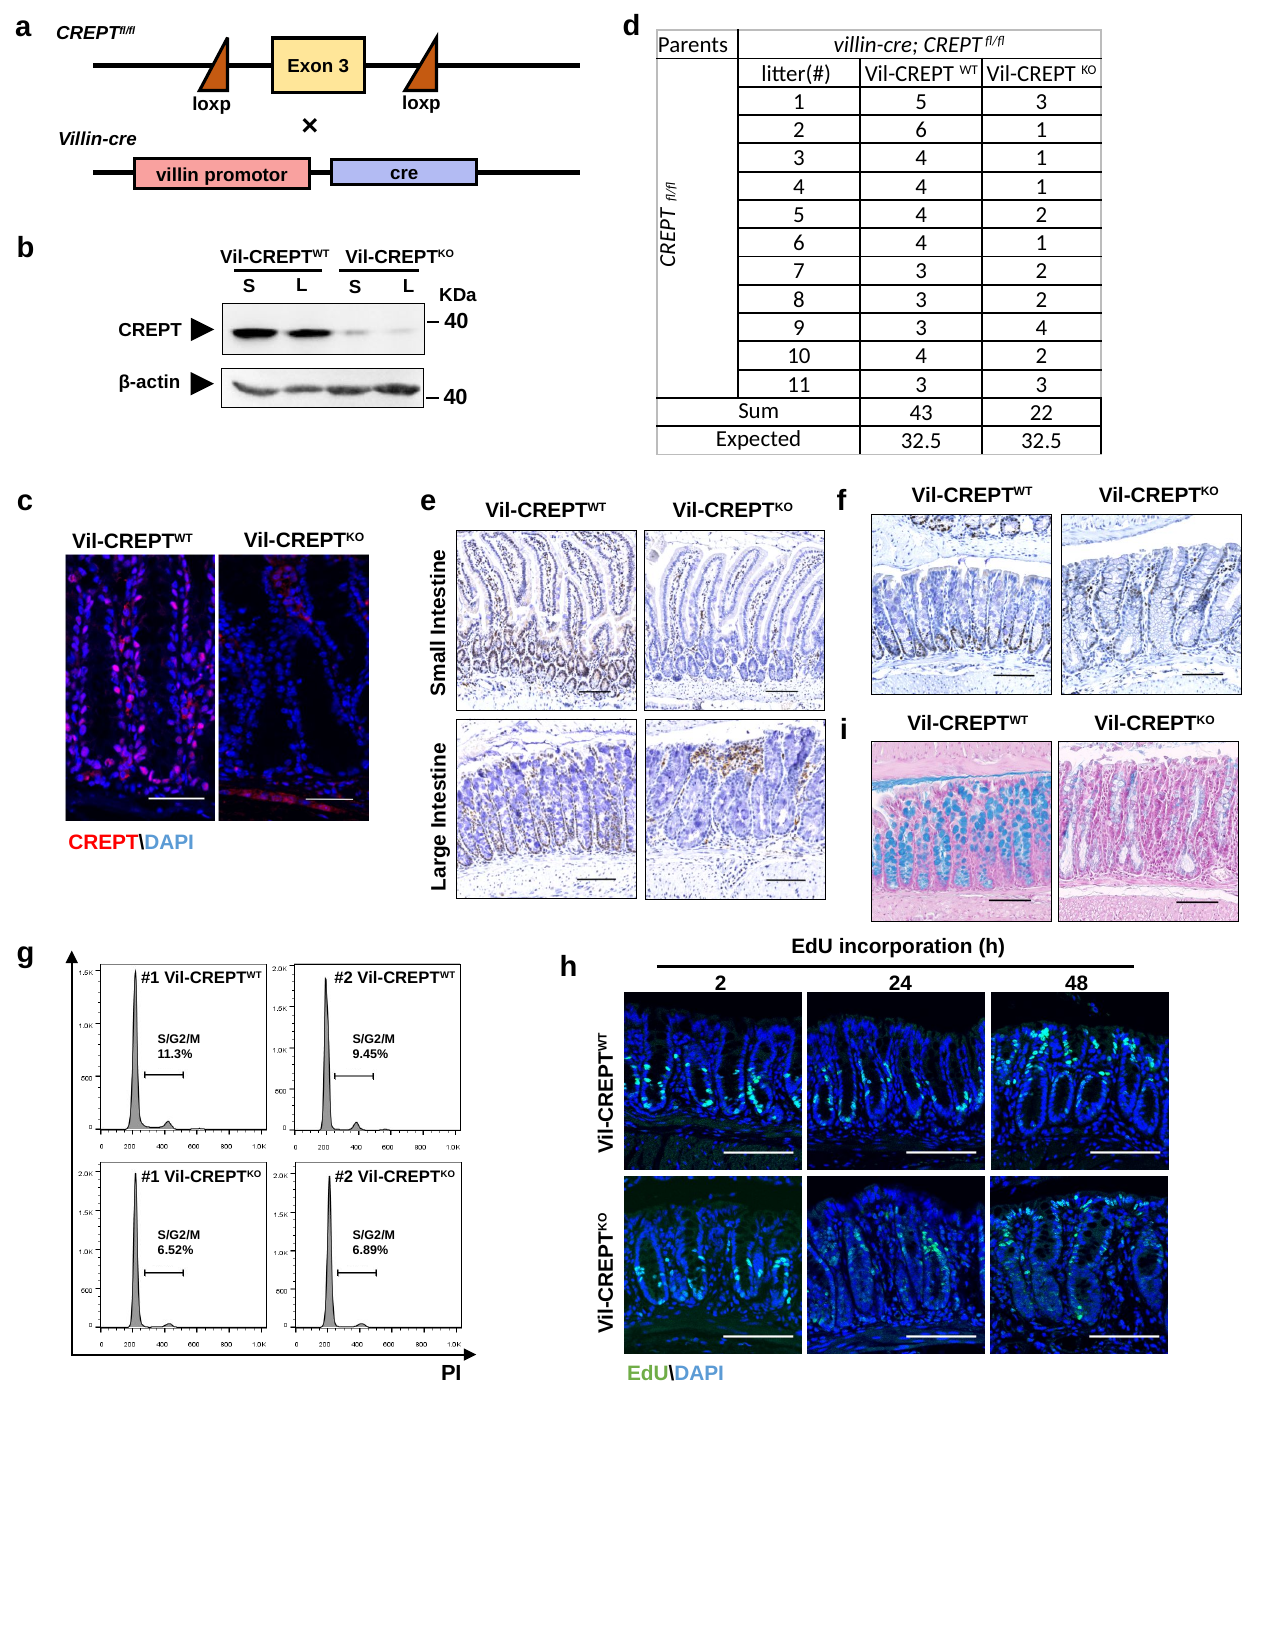

d
a
CREPTfl/fl
Exon 3
loxp
loxp
×
Villin-cre
villin promotor
cre
| Parents | villin-cre; CREPT fl/fl | | |
| --- | --- | --- | --- |
| CREPTfl/fl | litter(#) | Vil-CREPT WT | Vil-CREPT KO |
| | 1 | 5 | 3 |
| | 2 | 6 | 1 |
| | 3 | 4 | 1 |
| | 4 | 4 | 1 |
| | 5 | 4 | 2 |
| | 6 | 4 | 1 |
| | 7 | 3 | 2 |
| | 8 | 3 | 2 |
| | 9 | 3 | 4 |
| | 10 | 4 | 2 |
| | 11 | 3 | 3 |
| Sum | | 43 | 22 |
| Expected | | 32.5 | 32.5 |
b
Vil-CREPTWT
Vil-CREPTKO
L
L
S
S
CREPT
β-actin
KDa
40
40
c
e
Vil-CREPTKO
Vil-CREPTWT
f
Vil-CREPTKO
Vil-CREPTWT
Small Intestine
Large Intestine
Vil-CREPTKO
Vil-CREPTWT
CREPT\DAPI
Vil-CREPTKO
Vil-CREPTWT
i
EdU incorporation (h)
2
24
48
Vil-CREPTWT
Vil-CREPTKO
EdU\DAPI
g
#1 Vil-CREPTWT
#2 Vil-CREPTWT
S/G2/M
11.3%
S/G2/M
9.45%
#1 Vil-CREPTKO
#2 Vil-CREPTKO
S/G2/M
6.52%
S/G2/M
6.89%
PI
h

## Slide 2
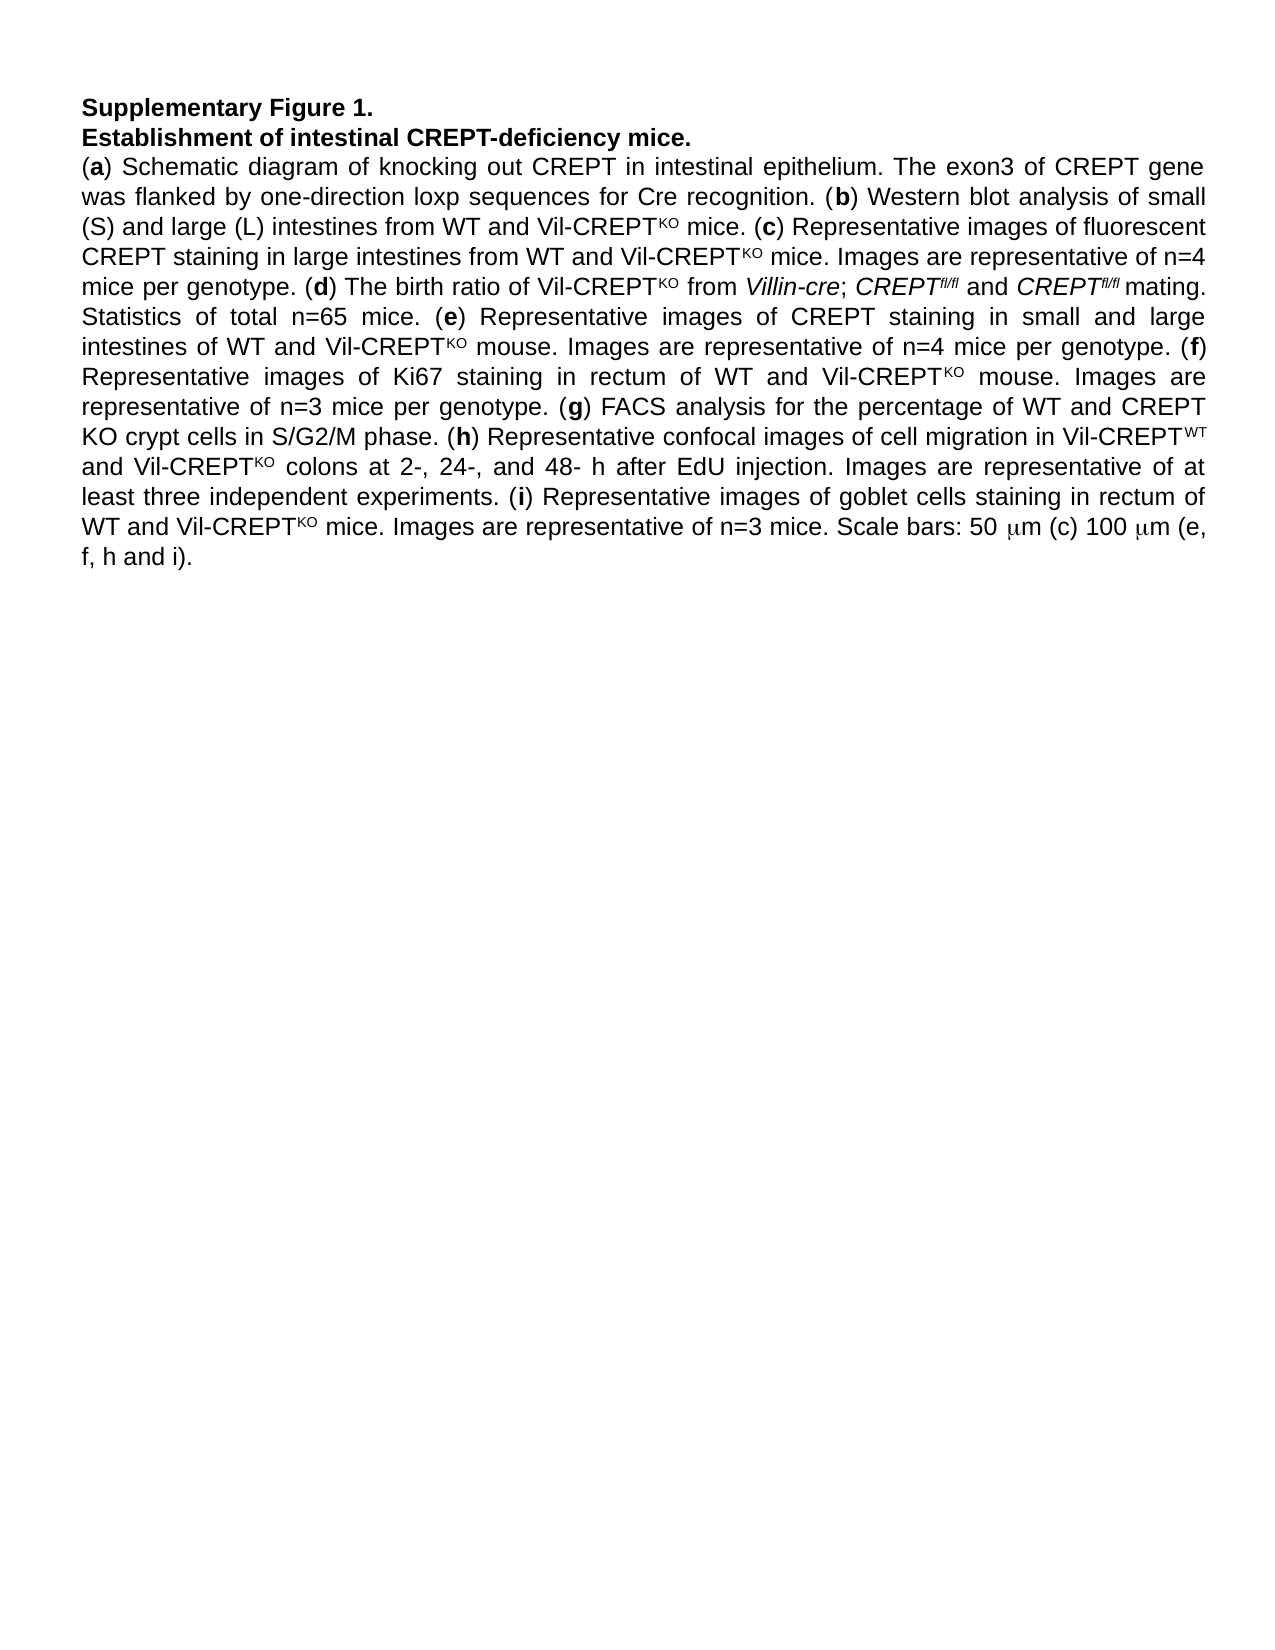

Supplementary Figure 1.
Establishment of intestinal CREPT-deficiency mice.
(a) Schematic diagram of knocking out CREPT in intestinal epithelium. The exon3 of CREPT gene was flanked by one-direction loxp sequences for Cre recognition. (b) Western blot analysis of small (S) and large (L) intestines from WT and Vil-CREPTKO mice. (c) Representative images of fluorescent CREPT staining in large intestines from WT and Vil-CREPTKO mice. Images are representative of n=4 mice per genotype. (d) The birth ratio of Vil-CREPTKO from Villin-cre; CREPTfl/fl and CREPTfl/fl mating. Statistics of total n=65 mice. (e) Representative images of CREPT staining in small and large intestines of WT and Vil-CREPTKO mouse. Images are representative of n=4 mice per genotype. (f) Representative images of Ki67 staining in rectum of WT and Vil-CREPTKO mouse. Images are representative of n=3 mice per genotype. (g) FACS analysis for the percentage of WT and CREPT KO crypt cells in S/G2/M phase. (h) Representative confocal images of cell migration in Vil-CREPTWT and Vil-CREPTKO colons at 2-, 24-, and 48- h after EdU injection. Images are representative of at least three independent experiments. (i) Representative images of goblet cells staining in rectum of WT and Vil-CREPTKO mice. Images are representative of n=3 mice. Scale bars: 50 mm (c) 100 mm (e, f, h and i).

## Slide 3
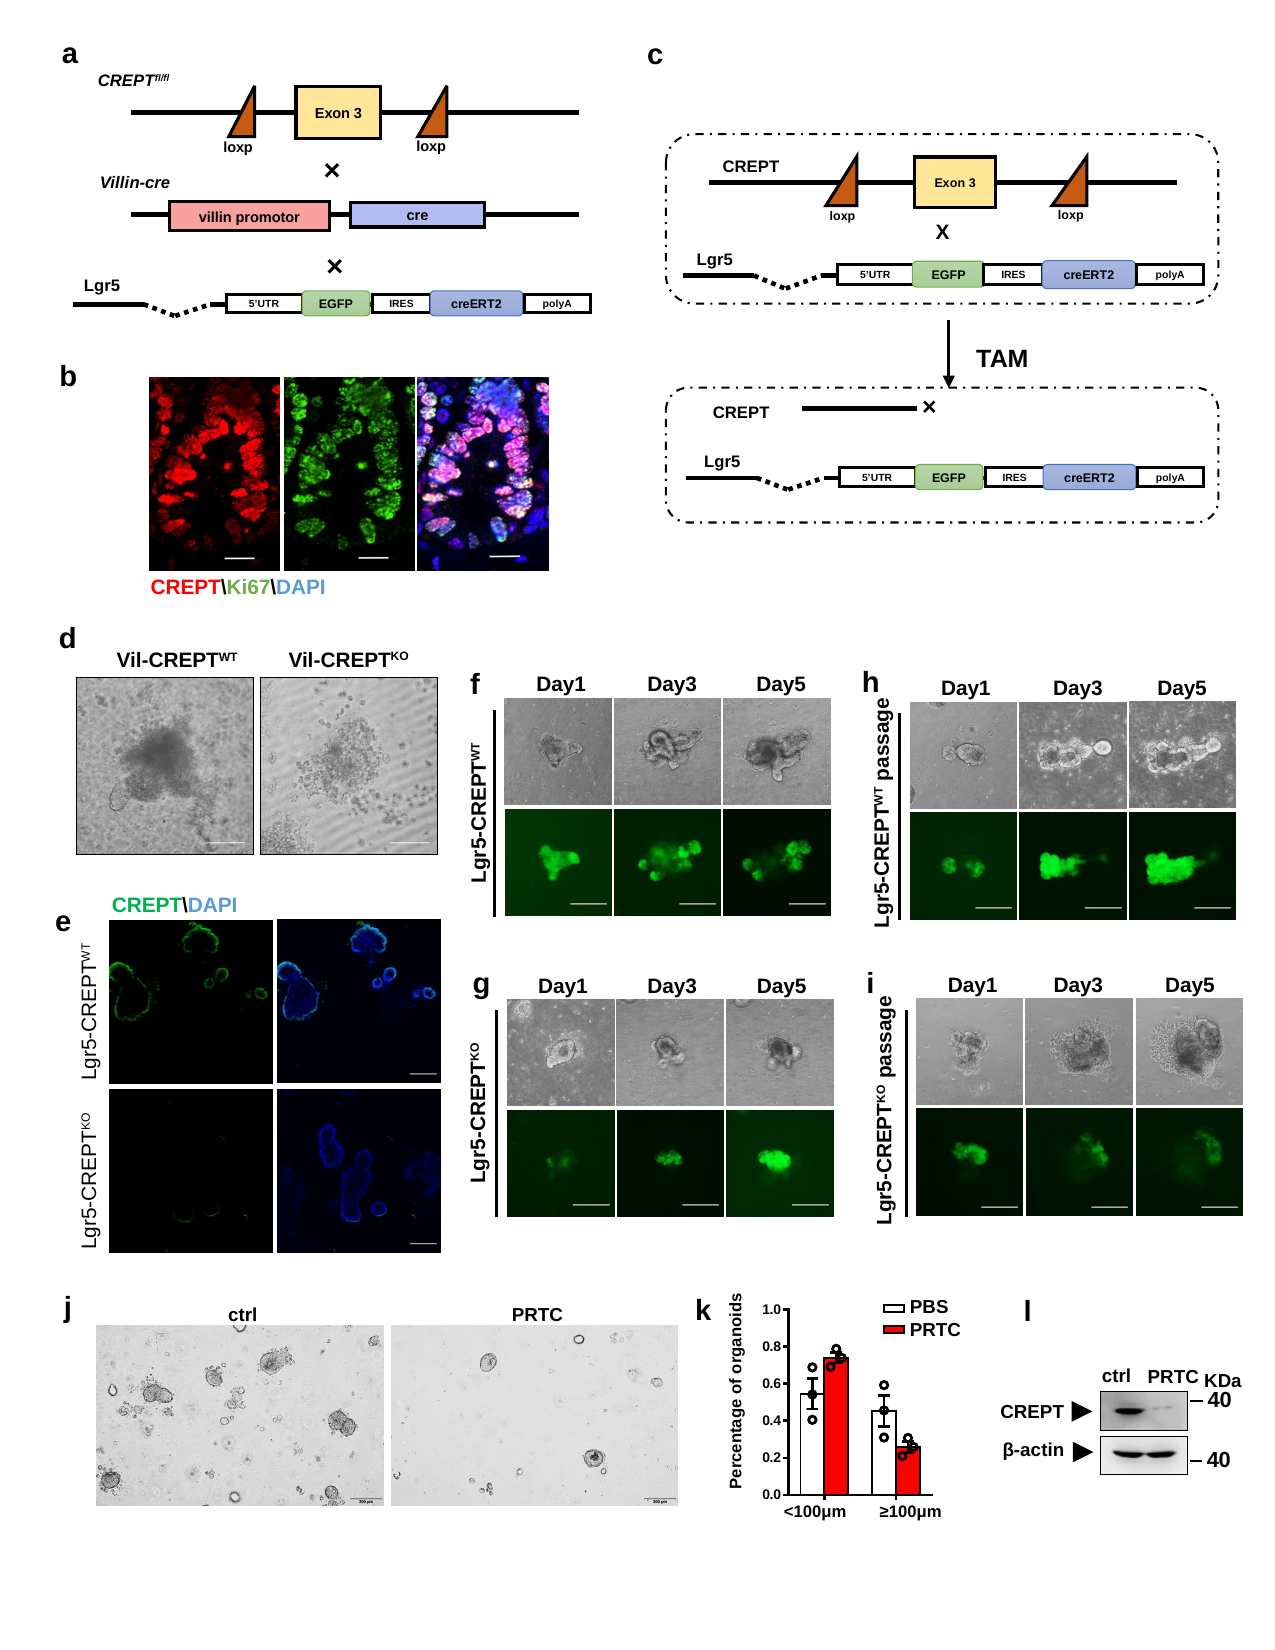

a
c
CREPTfl/fl
Exon 3
loxp
loxp
×
Villin-cre
villin promotor
cre
CREPT
Exon 3
loxp
loxp
X
Lgr5
creERT2
EGFP
polyA
5’UTR
IRES
TAM
×
CREPT
Lgr5
EGFP
creERT2
polyA
5’UTR
IRES
×
Lgr5
EGFP
creERT2
polyA
5’UTR
IRES
b
CREPT\Ki67\DAPI
d
Vil-CREPTKO
Vil-CREPTWT
h
f
Day1
Day3
Day5
Lgr5-CREPTWT
Day1
Day3
Day5
Lgr5-CREPTWT passage
CREPT\DAPI
Lgr5-CREPTWT
Lgr5-CREPTKO
e
g
i
Day1
Day3
Day5
Lgr5-CREPTKO passage
Day1
Day3
Day5
Lgr5-CREPTKO
j
k
PBS
Percentage of organoids
PRTC
≥100μm
<100μm
l
ctrl
PRTC
ctrl
PRTC
CREPT
β-actin
KDa
40
40

## Slide 4
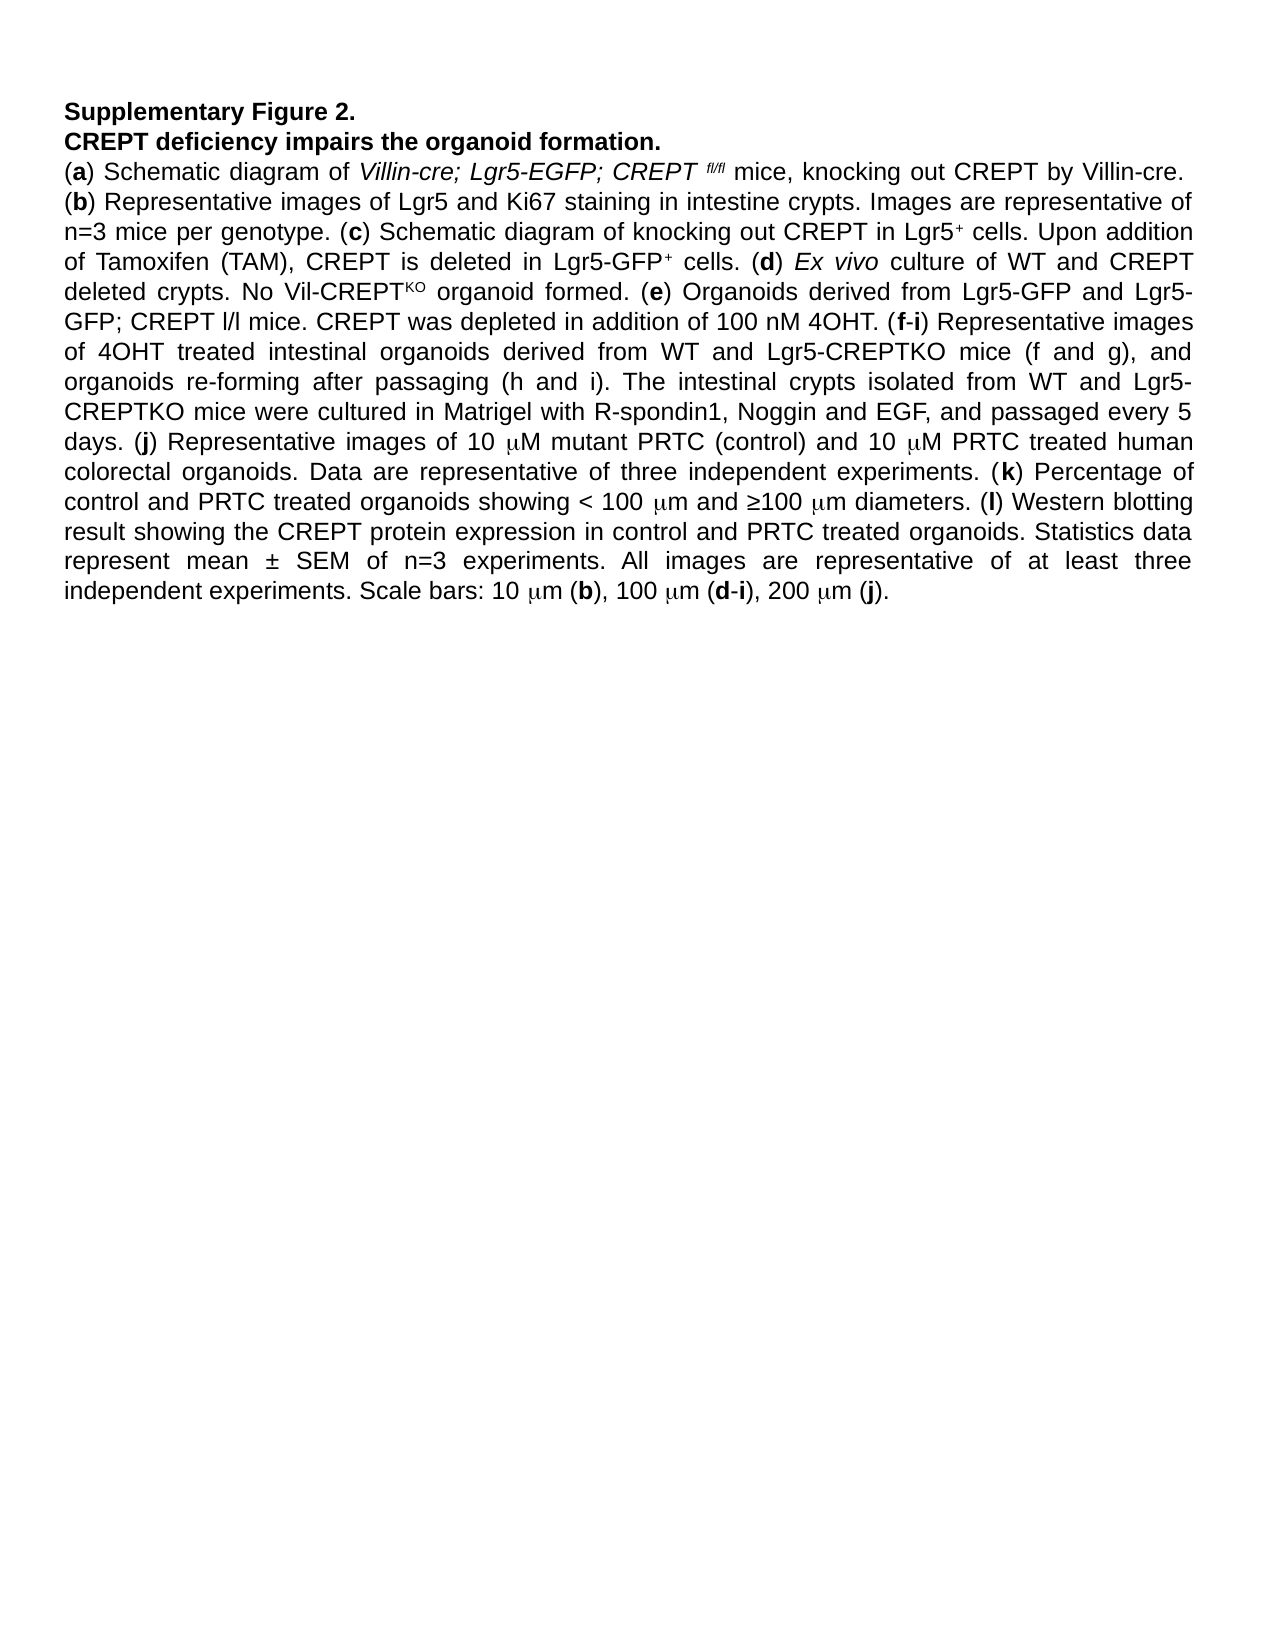

Supplementary Figure 2.
CREPT deficiency impairs the organoid formation.
(a) Schematic diagram of Villin-cre; Lgr5-EGFP; CREPT fl/fl mice, knocking out CREPT by Villin-cre. (b) Representative images of Lgr5 and Ki67 staining in intestine crypts. Images are representative of n=3 mice per genotype. (c) Schematic diagram of knocking out CREPT in Lgr5+ cells. Upon addition of Tamoxifen (TAM), CREPT is deleted in Lgr5-GFP+ cells. (d) Ex vivo culture of WT and CREPT deleted crypts. No Vil-CREPTKO organoid formed. (e) Organoids derived from Lgr5-GFP and Lgr5-GFP; CREPT l/l mice. CREPT was depleted in addition of 100 nM 4OHT. (f-i) Representative images of 4OHT treated intestinal organoids derived from WT and Lgr5-CREPTKO mice (f and g), and organoids re-forming after passaging (h and i). The intestinal crypts isolated from WT and Lgr5-CREPTKO mice were cultured in Matrigel with R-spondin1, Noggin and EGF, and passaged every 5 days. (j) Representative images of 10 mM mutant PRTC (control) and 10 mM PRTC treated human colorectal organoids. Data are representative of three independent experiments. (k) Percentage of control and PRTC treated organoids showing < 100 mm and ≥100 mm diameters. (l) Western blotting result showing the CREPT protein expression in control and PRTC treated organoids. Statistics data represent mean ± SEM of n=3 experiments. All images are representative of at least three independent experiments. Scale bars: 10 mm (b), 100 mm (d-i), 200 mm (j).

## Slide 5
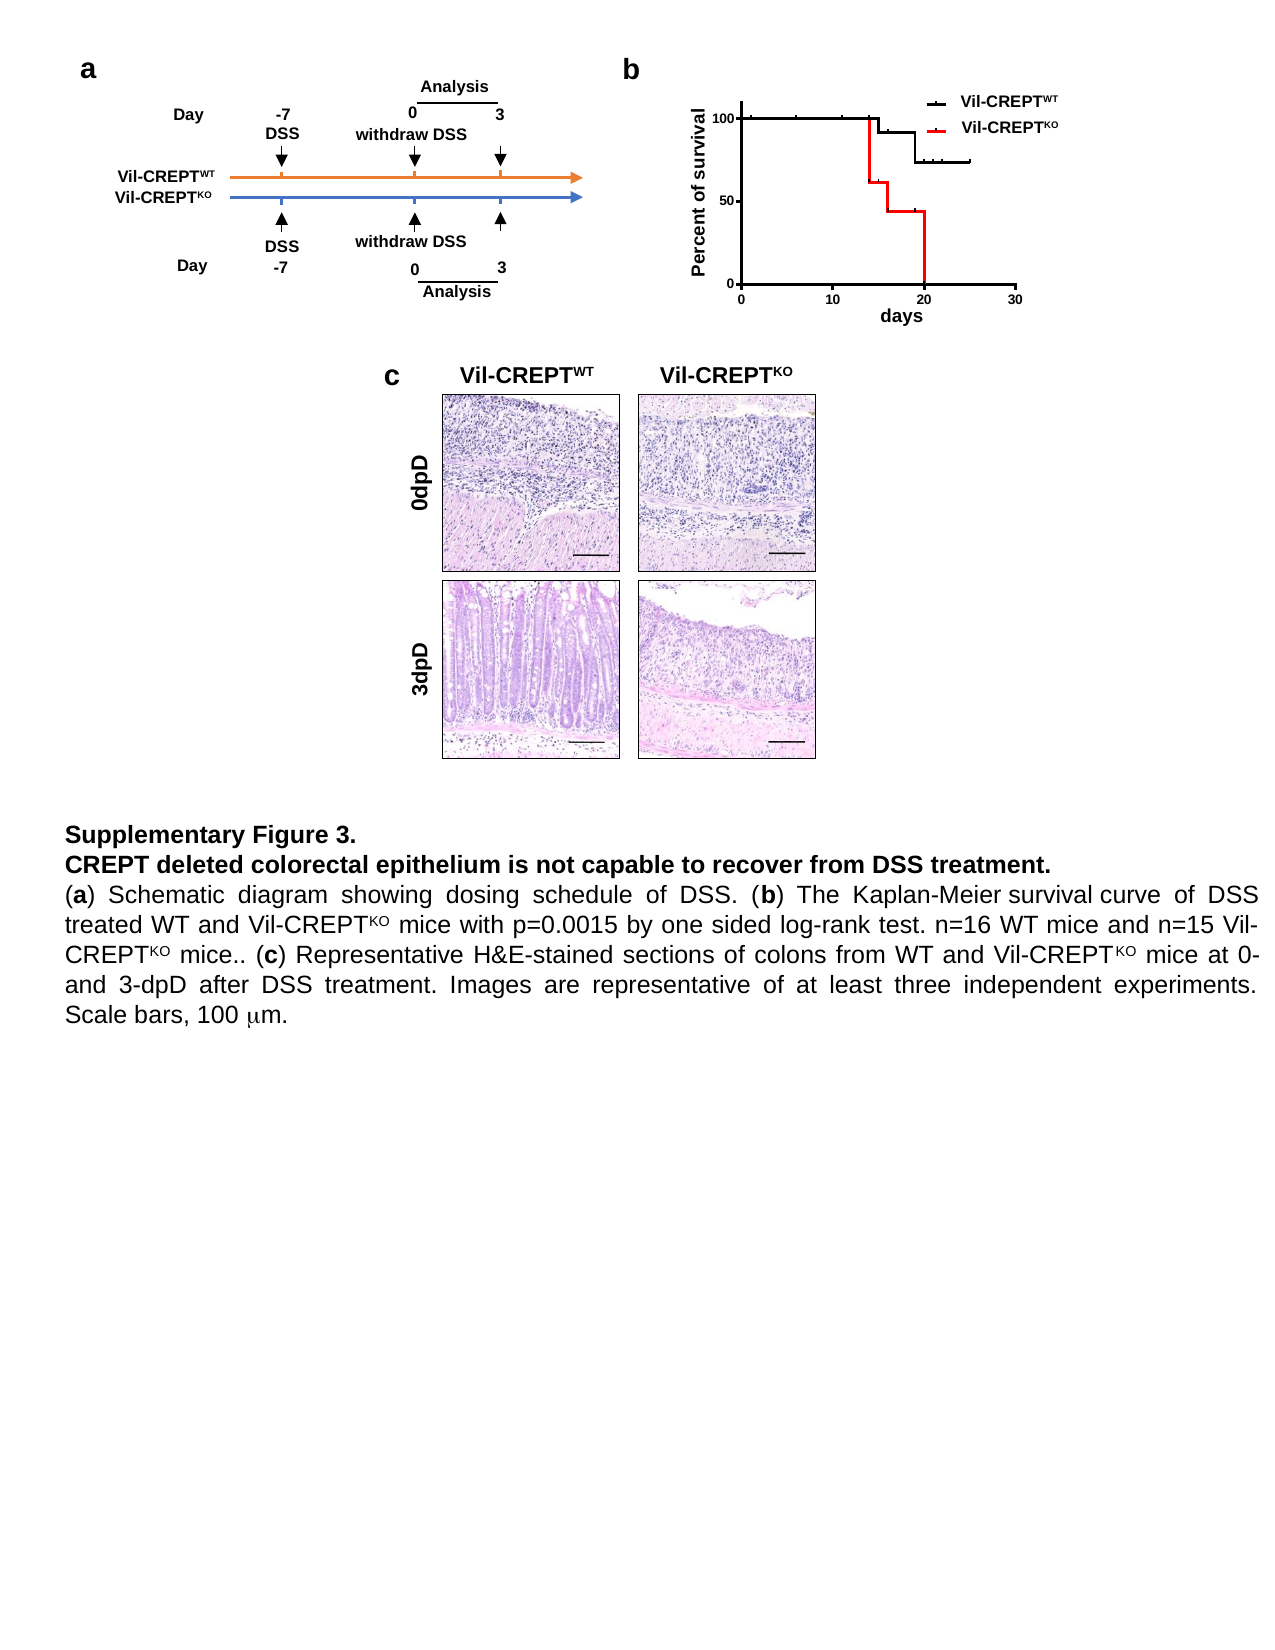

a
b
Analysis
Day
-7
DSS
Vil-CREPTWT
Vil-CREPTKO
DSS
Day
3
-7
0
Analysis
0
3
withdraw DSS
withdraw DSS
Vil-CREPTWT
Vil-CREPTKO
Percent of survival
days
c
Vil-CREPTWT
Vil-CREPTKO
0dpD
3dpD
Supplementary Figure 3.
CREPT deleted colorectal epithelium is not capable to recover from DSS treatment.
(a) Schematic diagram showing dosing schedule of DSS. (b) The Kaplan-Meier survival curve of DSS treated WT and Vil-CREPTKO mice with p=0.0015 by one sided log-rank test. n=16 WT mice and n=15 Vil-CREPTKO mice.. (c) Representative H&E-stained sections of colons from WT and Vil-CREPTKO mice at 0- and 3-dpD after DSS treatment. Images are representative of at least three independent experiments. Scale bars, 100 mm.

## Slide 6
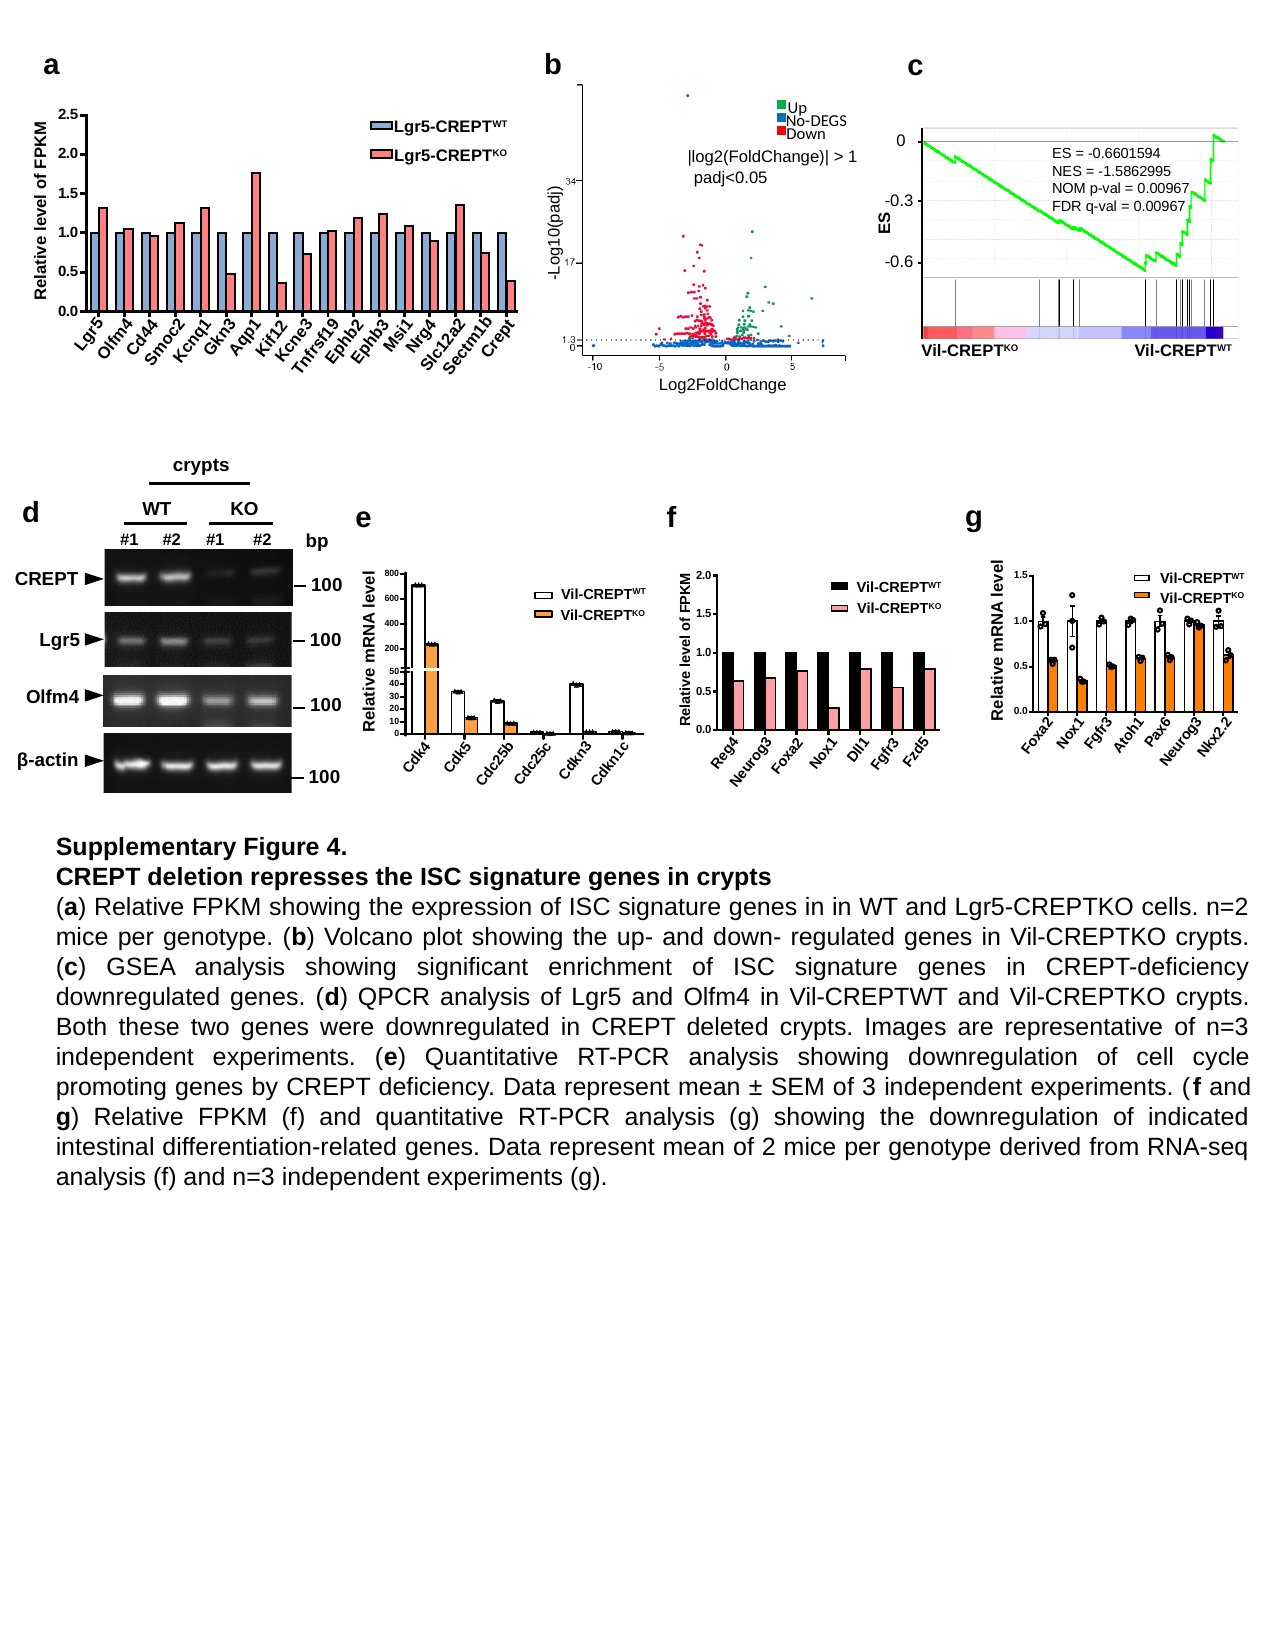

a
b
c
Up
No-DEGS
Down
|log2(FoldChange)| > 1
padj<0.05
-Log10(padj)
Log2FoldChange
Lgr5-CREPTWT
Lgr5-CREPTKO
Relative level of FPKM
Lgr5
Msi1
Nrg4
Aqp1
Gkn3
Cd44
Kif12
Crept
Olfm4
Kcnq1
Kcne3
Ephb2
Ephb3
Smoc2
Slc12a2
Sectm1b
Tnfrsf19
0
-0.3
-0.6
ES = -0.6601594
NES = -1.5862995
NOM p-val = 0.00967
FDR q-val = 0.00967
ES
Vil-CREPTKO
Vil-CREPTWT
crypts
WT
KO
CREPT
Lgr5
Olfm4
β-actin
#1
#2
#1
#2
bp
100
100
100
100
d
g
f
e
Vil-CREPTWT
Vil-CREPTKO
Relative mRNA level
Pax6
Nox1
Fgfr3
Atoh1
Foxa2
Nkx2.2
Neurog3
Vil-CREPTWT
Vil-CREPTKO
Relative level of FPKM
Dll1
Fzd5
Reg4
Nox1
Fgfr3
Foxa2
Neurog3
Relative mRNA level
Vil-CREPTWT
Vil-CREPTKO
Cdk4
Cdk5
Cdkn3
Cdc25c
Cdkn1c
Cdc25b
Supplementary Figure 4.
CREPT deletion represses the ISC signature genes in crypts
(a) Relative FPKM showing the expression of ISC signature genes in in WT and Lgr5-CREPTKO cells. n=2 mice per genotype. (b) Volcano plot showing the up- and down- regulated genes in Vil-CREPTKO crypts. (c) GSEA analysis showing significant enrichment of ISC signature genes in CREPT-deficiency downregulated genes. (d) QPCR analysis of Lgr5 and Olfm4 in Vil-CREPTWT and Vil-CREPTKO crypts. Both these two genes were downregulated in CREPT deleted crypts. Images are representative of n=3 independent experiments. (e) Quantitative RT-PCR analysis showing downregulation of cell cycle promoting genes by CREPT deficiency. Data represent mean ± SEM of 3 independent experiments. (f and g) Relative FPKM (f) and quantitative RT-PCR analysis (g) showing the downregulation of indicated intestinal differentiation-related genes. Data represent mean of 2 mice per genotype derived from RNA-seq analysis (f) and n=3 independent experiments (g).

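The relative FPKM of panel a is the FPKM of a gene in one mouse divided by the mean FPKM of the 2 Lgr5-CREPT WT mice, so the Lgr5-CREPT WT values average 1. Recomputed in this way from the deposited FPKM values of the 2 Lgr5-CREPT WT and 2 Lgr5-CREPT KO mice, the values of the 17 genes, Rprd1b included, differed from the paper's source data by at most 4.51e-06. Rprd1b was 0.372 and 0.411 in the Lgr5-CREPT KO mice. The values nearest to it were those of Kif12, 0.308 and 0.425, and of Gkn3, 0.492 and 0.454, and the other 14 genes were above 0.6 in both Lgr5-CREPT KO mice.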

## Slide 7
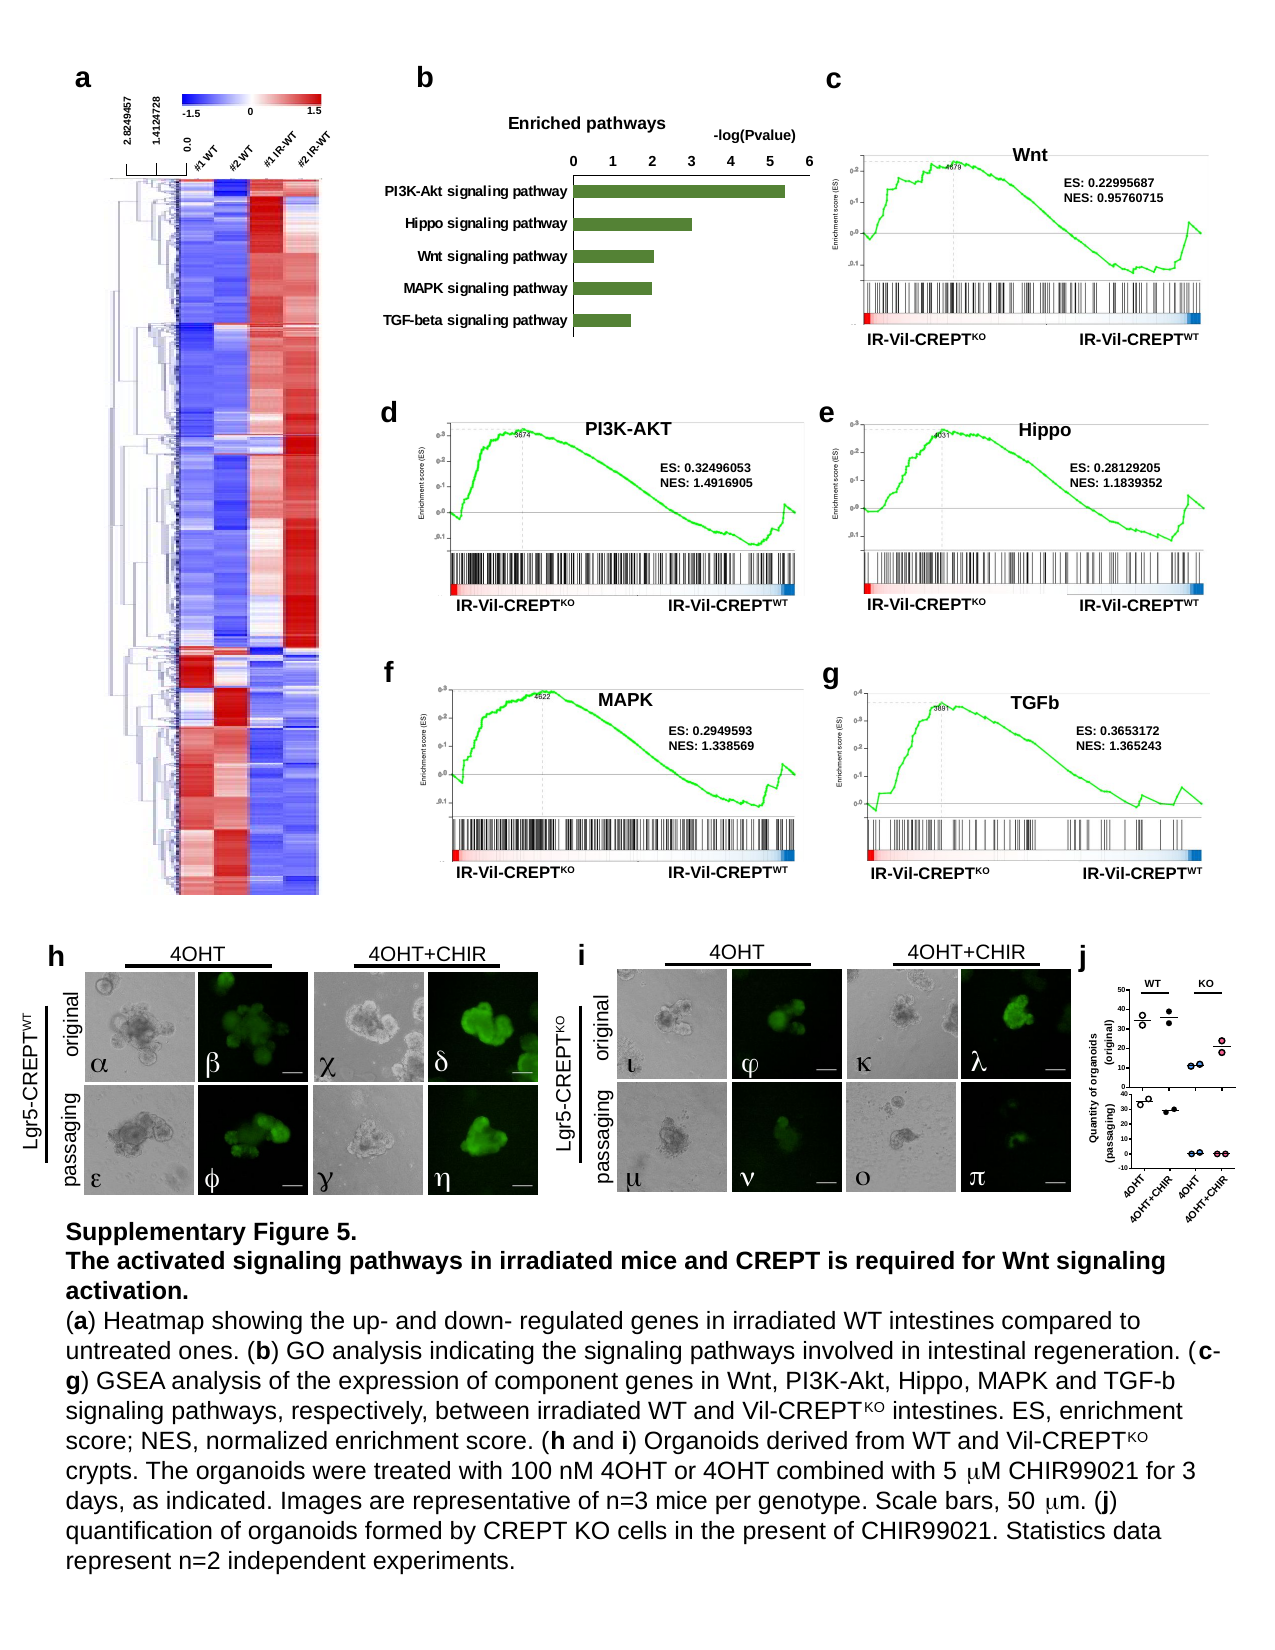

b
a
c
1.5
0
-1.5
2.8249457
1.4124728
0.0
#1 IR-WT
#2 IR-WT
#1 WT
#2 WT
### Chart: Enriched pathways
| Category | |
|---|---|
| PI3K-Akt signaling pathway | 5.376750709602099 |
| Hippo signaling pathway | 3.0132282657337552 |
| Wnt signaling pathway | 2.0604807473813813 |
| MAPK signaling pathway | 2.0 |
| TGF-beta signaling pathway | 1.4559319556497243 |-log(Pvalue)
Wnt
ES: 0.22995687NES: 0.95760715
IR-Vil-CREPTKO
IR-Vil-CREPTWT
e
d
PI3K-AKT
Hippo
ES: 0.28129205NES: 1.1839352
IR-Vil-CREPTKO
IR-Vil-CREPTWT
ES: 0.32496053NES: 1.4916905
IR-Vil-CREPTKO
IR-Vil-CREPTWT
f
g
MAPK
ES: 0.2949593NES: 1.338569
IR-Vil-CREPTKO
IR-Vil-CREPTWT
TGFb
ES: 0.3653172NES: 1.365243
IR-Vil-CREPTKO
IR-Vil-CREPTWT
i
h
j
4OHT
4OHT+CHIR
4OHT
4OHT+CHIR
KO
WT
(original)
Quantity of organoids
(passaging)
4OHT
4OHT
4OHT+CHIR
4OHT+CHIR
original
original
k
l
c
d
i
j
a
b
Lgr5-CREPTWT
Lgr5-CREPTKO
passaging
passaging
o
p
g
h
m
n
e
f
Supplementary Figure 5.
The activated signaling pathways in irradiated mice and CREPT is required for Wnt signaling activation.
(a) Heatmap showing the up- and down- regulated genes in irradiated WT intestines compared to untreated ones. (b) GO analysis indicating the signaling pathways involved in intestinal regeneration. (c-g) GSEA analysis of the expression of component genes in Wnt, PI3K-Akt, Hippo, MAPK and TGF-b signaling pathways, respectively, between irradiated WT and Vil-CREPTKO intestines. ES, enrichment score; NES, normalized enrichment score. (h and i) Organoids derived from WT and Vil-CREPTKO crypts. The organoids were treated with 100 nM 4OHT or 4OHT combined with 5 mM CHIR99021 for 3 days, as indicated. Images are representative of n=3 mice per genotype. Scale bars, 50 mm. (j) quantification of organoids formed by CREPT KO cells in the present of CHIR99021. Statistics data represent n=2 independent experiments.

## Slide 8
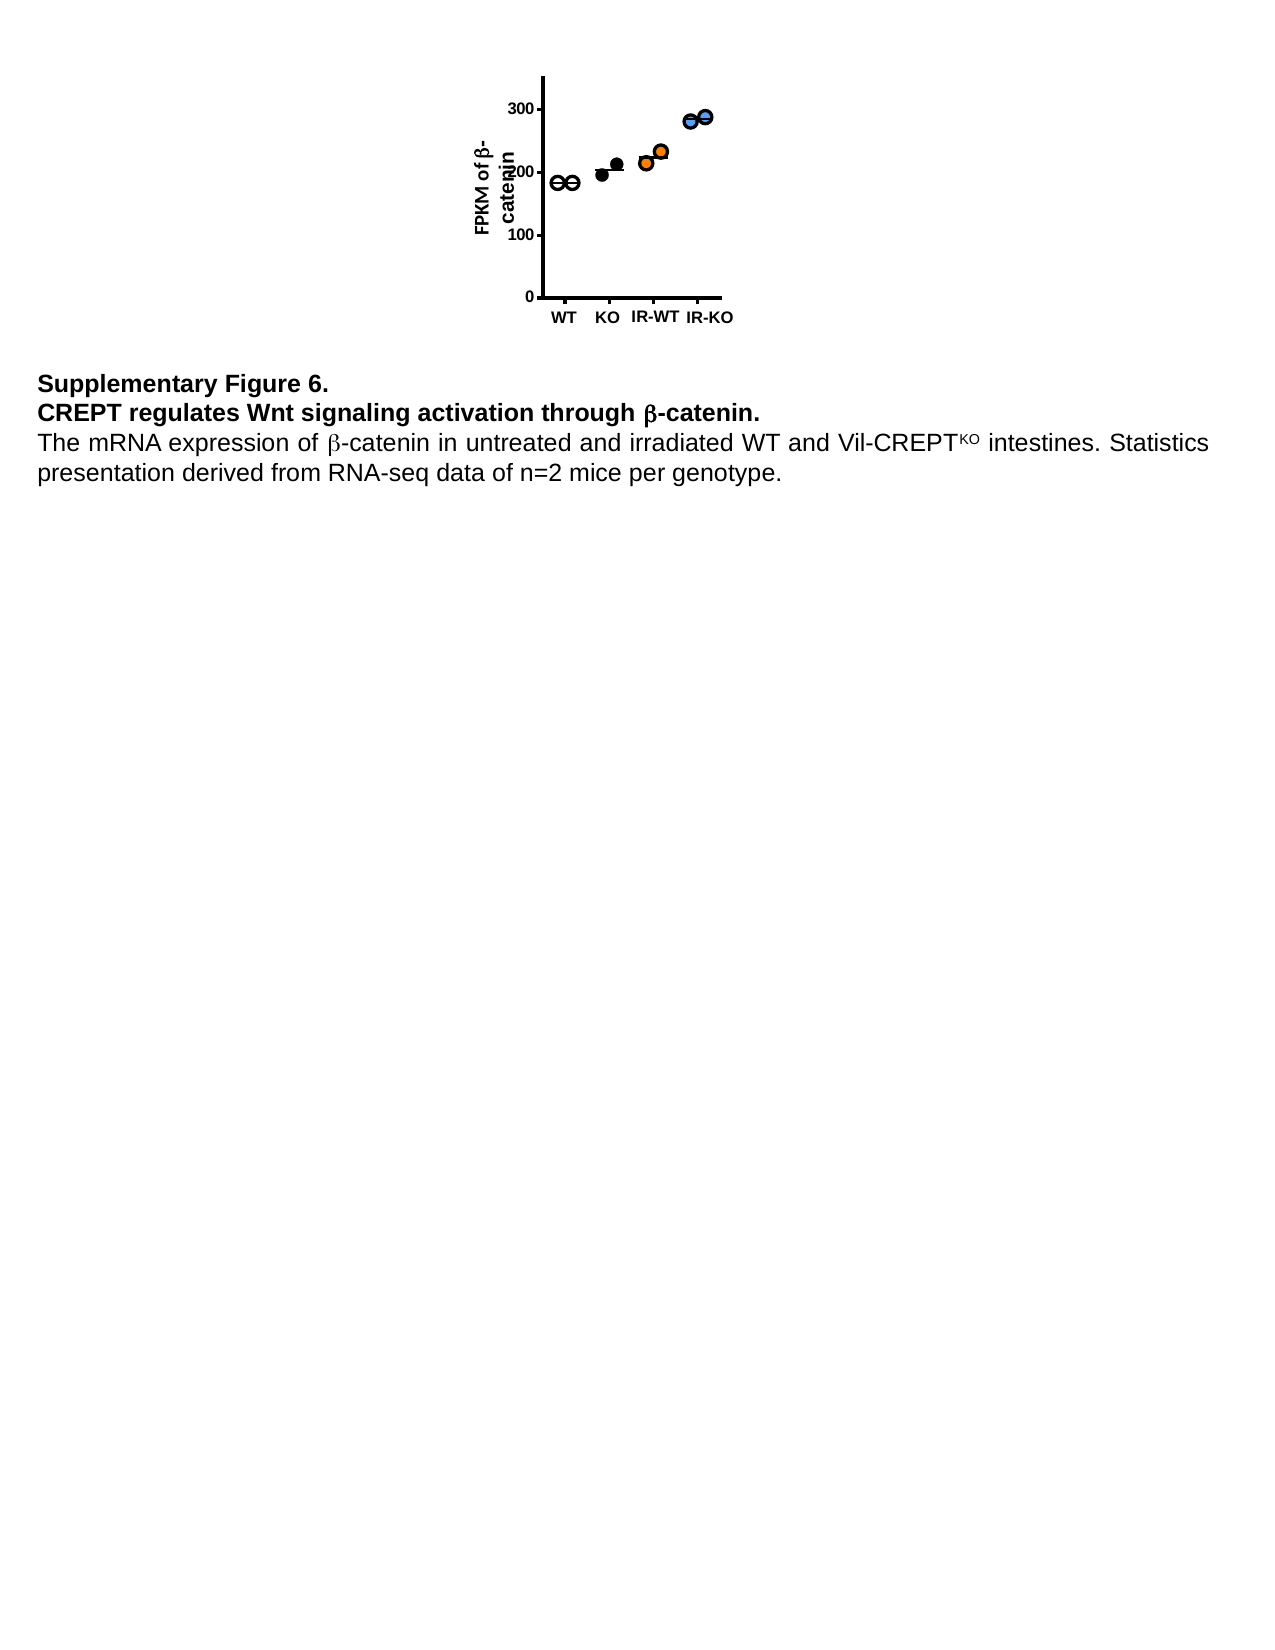

FPKM of b-catenin
IR-WT
KO
WT
IR-KO
Supplementary Figure 6.
CREPT regulates Wnt signaling activation through b-catenin.
The mRNA expression of b-catenin in untreated and irradiated WT and Vil-CREPTKO intestines. Statistics presentation derived from RNA-seq data of n=2 mice per genotype.

## Slide 9
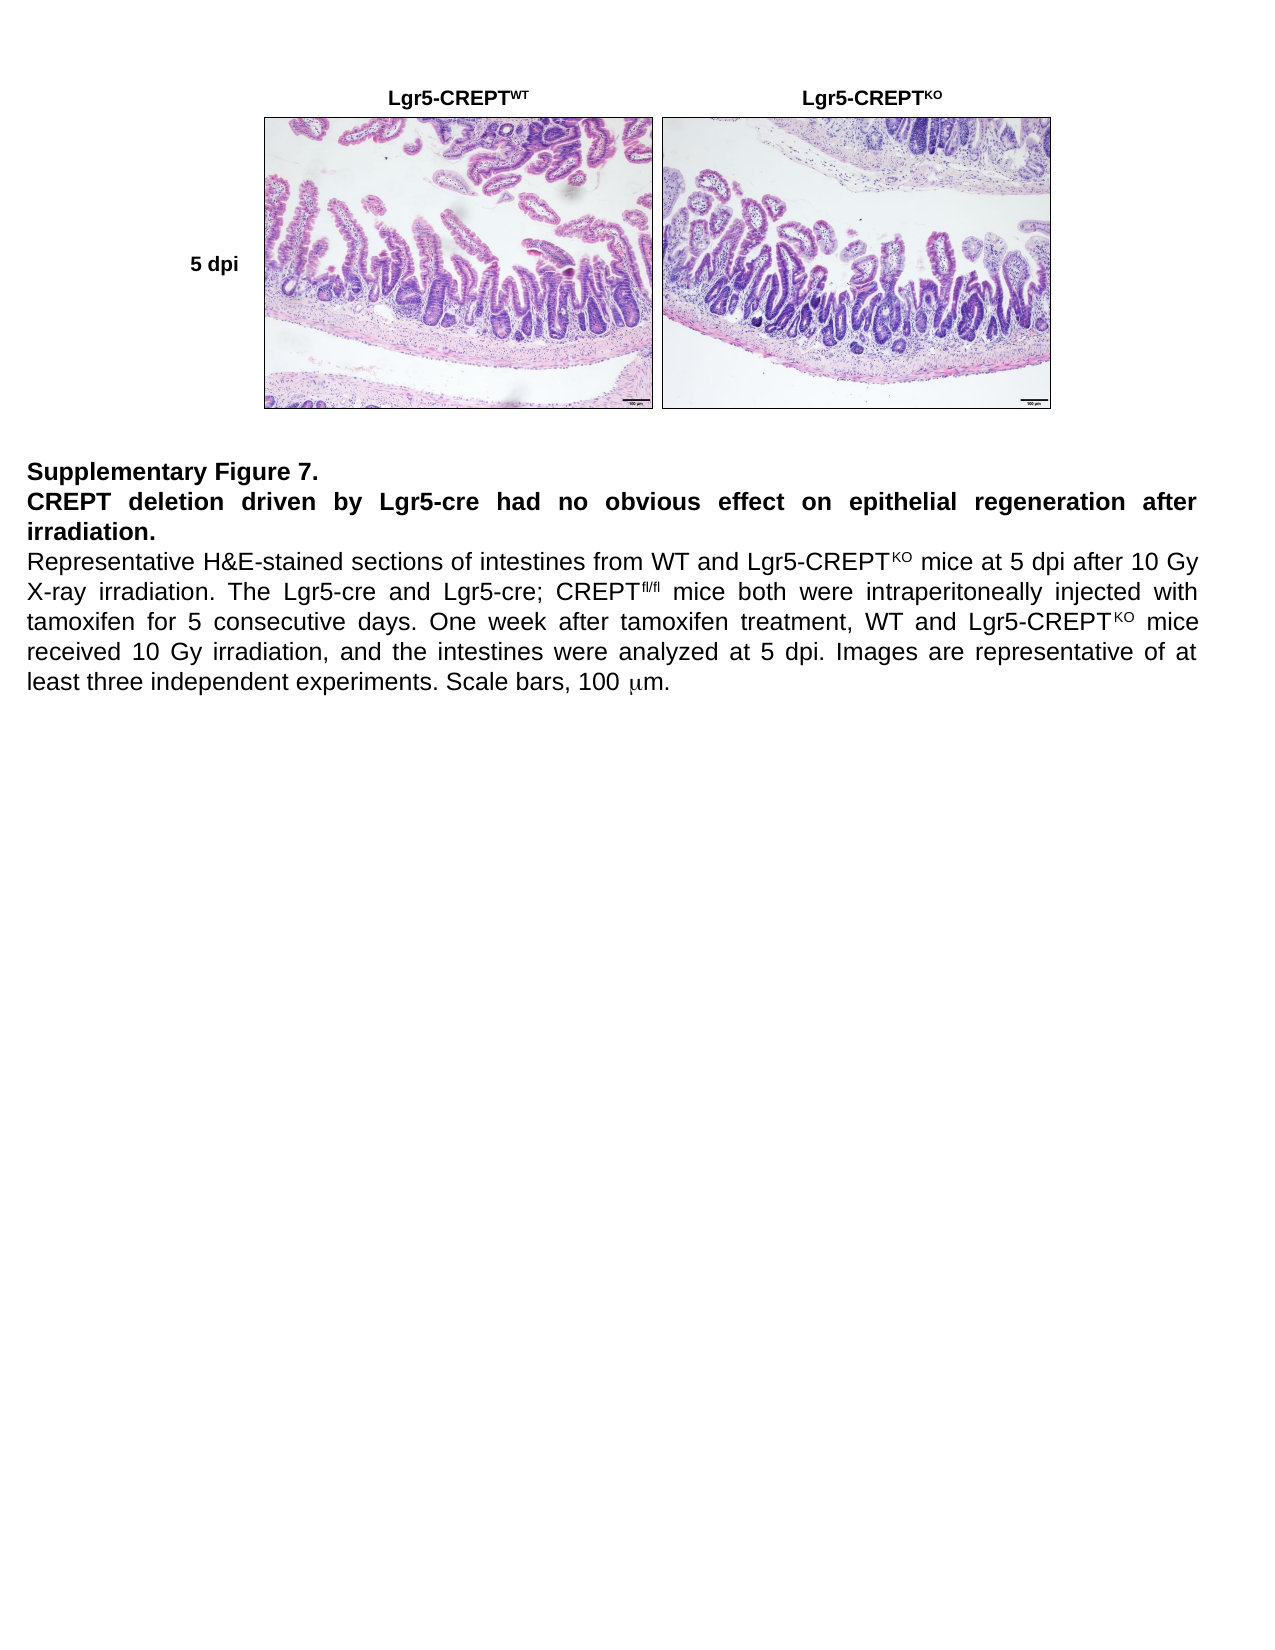

Lgr5-CREPTWT
Lgr5-CREPTKO
5 dpi
Supplementary Figure 7.
CREPT deletion driven by Lgr5-cre had no obvious effect on epithelial regeneration after irradiation.
Representative H&E-stained sections of intestines from WT and Lgr5-CREPTKO mice at 5 dpi after 10 Gy X-ray irradiation. The Lgr5-cre and Lgr5-cre; CREPTfl/fl mice both were intraperitoneally injected with tamoxifen for 5 consecutive days. One week after tamoxifen treatment, WT and Lgr5-CREPTKO mice received 10 Gy irradiation, and the intestines were analyzed at 5 dpi. Images are representative of at least three independent experiments. Scale bars, 100 mm.

## Slide 10
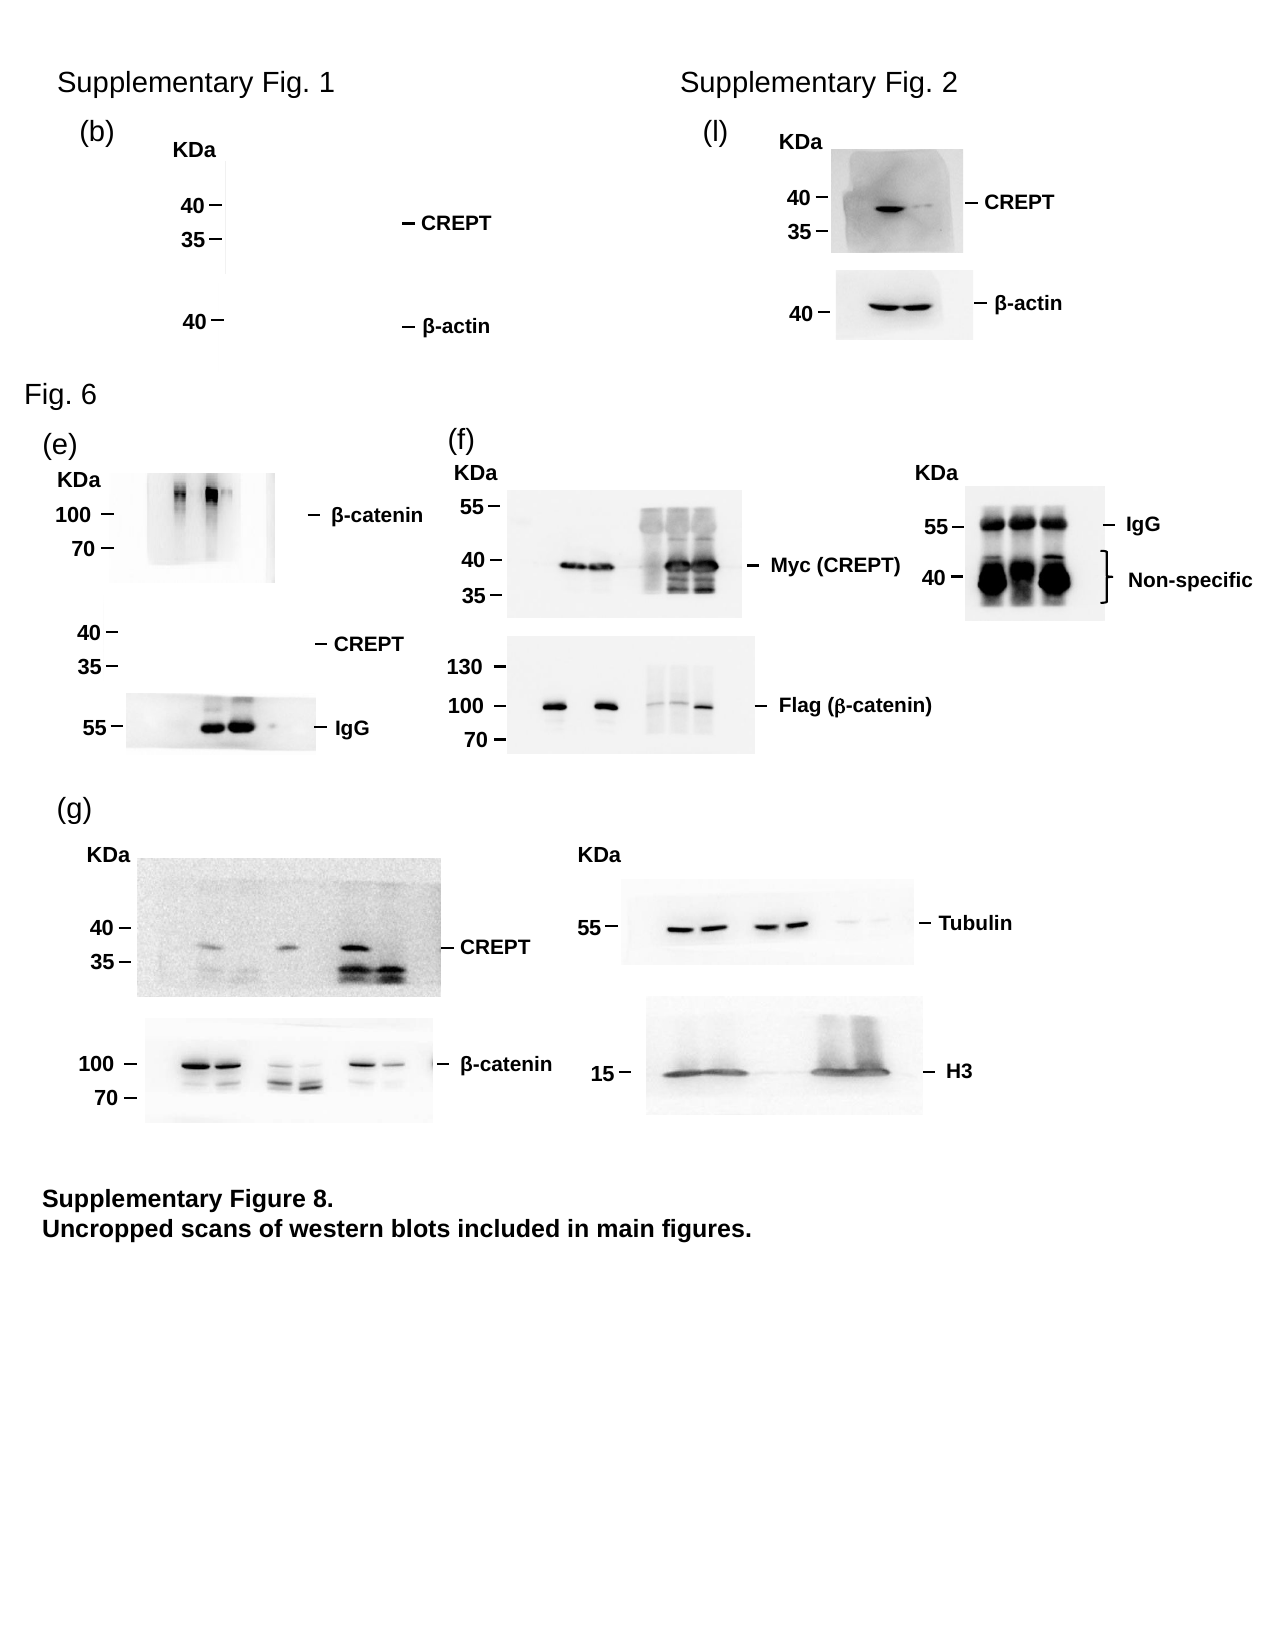

Supplementary Fig. 2
Supplementary Fig. 1
(l)
(b)
KDa
40
CREPT
35
β-actin
40
KDa
40
CREPT
35
40
β-actin
Fig. 6
(f)
(e)
KDa
55
40
Myc (CREPT)
35
130
100
Flag (b-catenin)
70
KDa
IgG
55
40
Non-specific
KDa
100
β-catenin
70
40
CREPT
35
55
IgG
(g)
KDa
40
CREPT
35
100
β-catenin
70
KDa
Tubulin
55
H3
15
Supplementary Figure 8.
Uncropped scans of western blots included in main figures.

## Slide 11
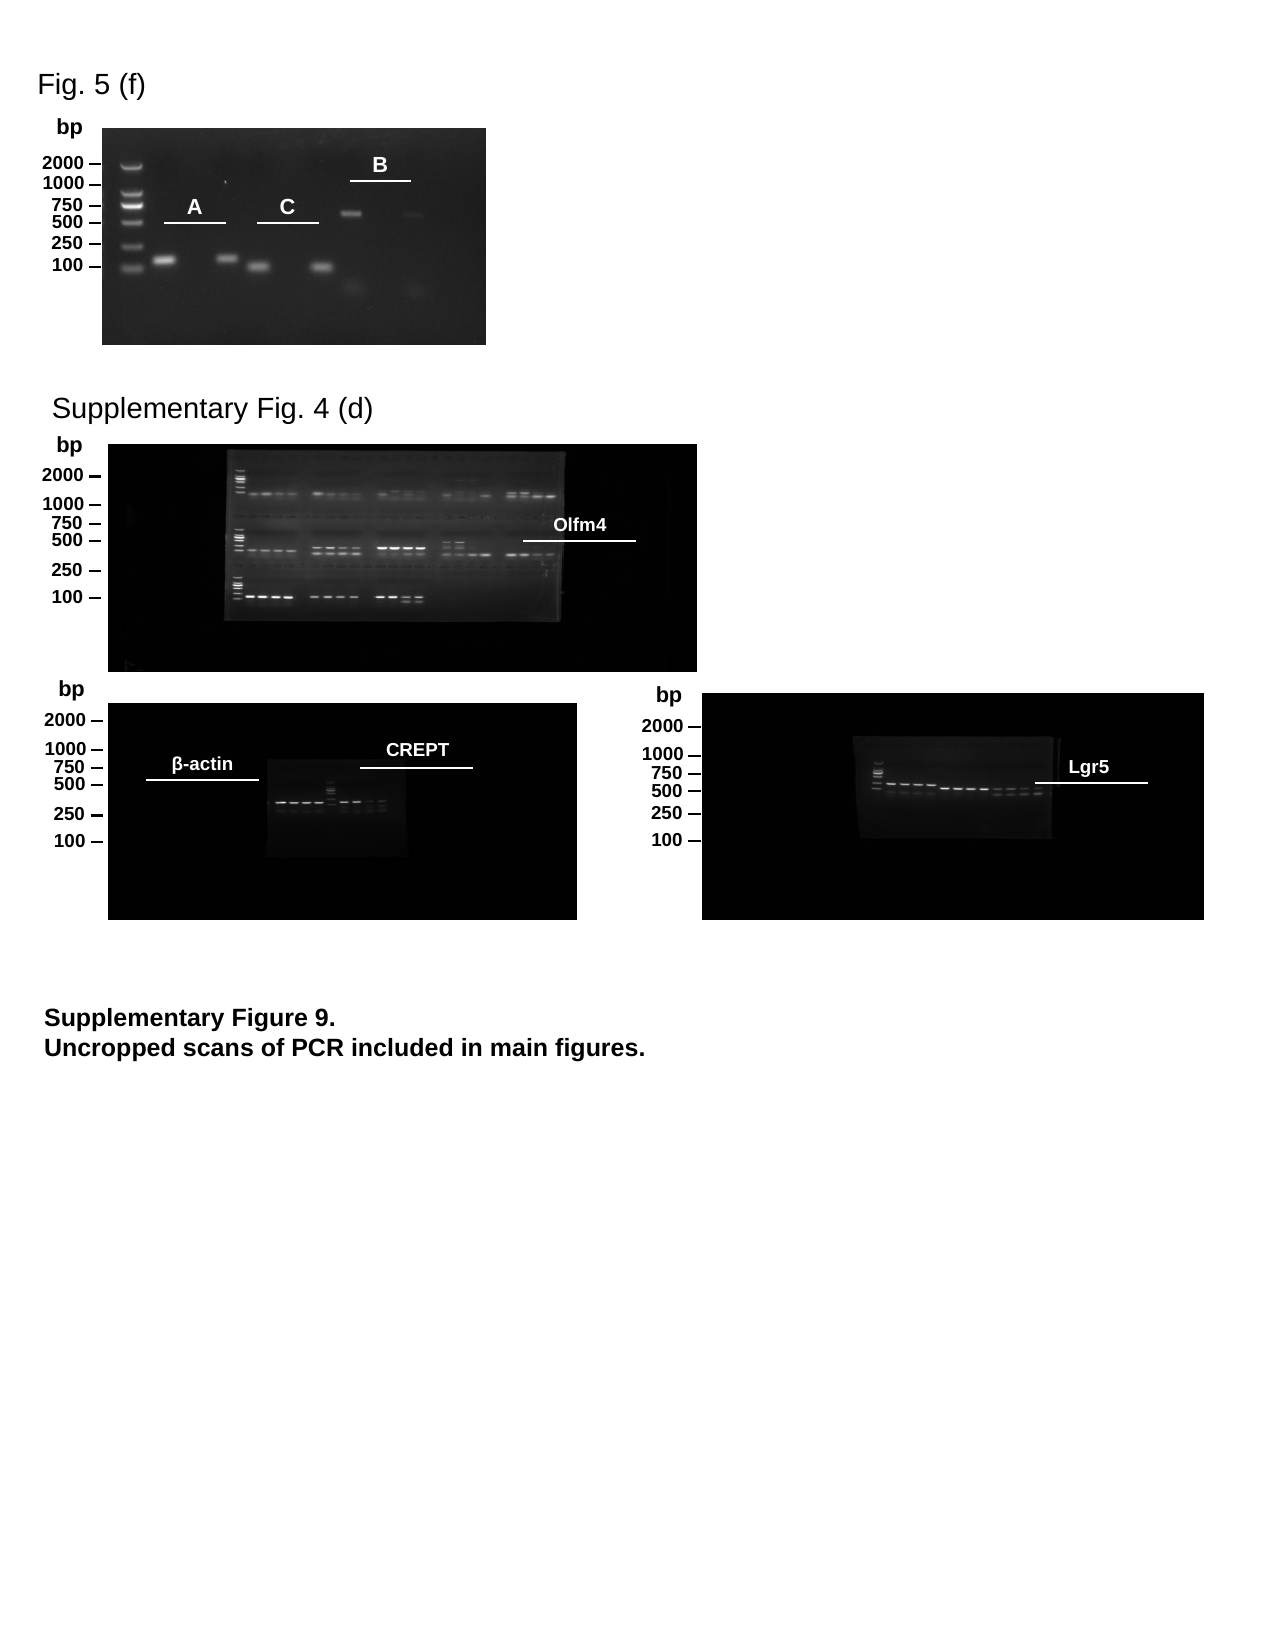

Fig. 5 (f)
bp
2000
B
1000
750
A
C
500
250
100
Supplementary Fig. 4 (d)
bp
2000
1000
750
Olfm4
500
250
100
bp
2000
1000
CREPT
β-actin
750
500
250
100
bp
2000
1000
Lgr5
750
500
250
100
Supplementary Figure 9.
Uncropped scans of PCR included in main figures.

# Supplementary material for: CREPT is required for murine stem cell maintenance during intestinal regeneration
**Source:** Nat Commun. 2021 Jan 11;12:270. doi: 10.1038/s41467-020-20636-9
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** PCR primers.

# Supplementary material for: CREPT is required for murine stem cell maintenance during intestinal regeneration
**Source:** Nat Commun. 2021 Jan 11;12:270. doi: 10.1038/s41467-020-20636-9
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used

Data analysis no software was used

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available upon reasonable request.

The RNA-sequencing data reported in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes: GSE143695 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143695>), GSE143604 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143604>) and GSE143605 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143605>). The ChIP-seq data have been deposited in the GEO database under accession code: GSE158243 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158243>).

The source data underlying Figs. 1-6 and Supplementary Figs. 2 and 4-6 are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments reported in this study were repeated at least three independent times. For western blotting, immunohistochemistry, and immunofluorescence, representative images were derived from at least three animals per genotype. For Kaplan-Meier survival analysis, at least ten mice per genotype were involved. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                     |
| Replication     | Data were derived from at least three independent experiments.                                                                                                                                                                                                                                                            |
| Randomization   | Samples were allocated into experiment group randomly.                                                                                                                                                                                                                                                                    |
| Blinding        | The investigators were blinded to group allocation during data collection and analysis.                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies included , rabbit anti-ki67 (Abcam, ab15580, 1:500), rabbit anti-Olfm4 (CST, 39141, 1:400), rabbit anti-Lysozyme (Dako, A0099, 1:1000), mouse anti-β-catenin (BD, 610154, 1:200), rabbit anti-cyclin D1 (Abcam, ab21699, 1:100), rabbit anti-GFP (CST, 2956, 1:200). |
| Validation      | Mouse anti-CREPT antibody was validated in previously published paper (Ren.F, et al, 2014). Other antibodies were validated by manufacturers.                                                                                                                                   |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | National infrastructure of cell line resource of China                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Authentication           | STR of 293T cells: Amelogenin X CSF1PO 11 12 D13S317 12 D16S539 9 14 D18S51 17 18 D19S433 17 18 D21S11 28 30.2 D2S1338 19 D3S1358 5 16 17 D5S818 8 9 D7S820 11 12 D8S1179 12 13 14 FGA 21 22 23 TH01 7 9.3 TPOX 11 vWA 16 19 20.<br>STR of DLD-1 cells: Amelogenin X,Y CSF1PO 11,12 D12S391 19,22 D13S317 8,11 D16S539 12,13 D18S51 11,17 D19S433 14,16 D21S11 29,32.2 D2S1338 17,25 D3S1358 17,17 D5S818 13,13 D6S1043 11,13 D7S820 10,12 D8S1179 15,15 FGA 22,22 Penta E 7,14 TH01 7,9.3 TPOX 8,11 vWA 18,19. |
| Mycoplasma contamination | All cell lines were tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified line was used in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were derived from C57BL/6J strain. Both male and female mice at 6-8 week were used.                                                                                                                                                                                             |
| Wild animals            | The study did not involve any wild animal.                                                                                                                                                                                                                                               |
| Field-collected samples | The study did not involve any sample collected from the field.                                                                                                                                                                                                                           |
| Ethics oversight        | The laboratory animal facility has been accredited by AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care International) and the IACUC (Institutional Animal Care and Use Committee) of Tsinghua University approved all animal protocols used in this study. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                       |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE158243 ( <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158243">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158243</a> ) |
| Files in database submission                                       | GSE158243_CREPT.wiggle.tar.gz                                                                                                                         |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="http://www.igv.org/">http://www.igv.org/</a>                                                                                                 |

### Methodology

|                         |                                                                                                                                              |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | No replicate was involved in ChIP-seq data, but ChIP was performed to validate the results in the manuscript.                                |
| Sequencing depth        | 28105125 clean reads with 1,351,753,500 bp, 90% mapping rate.                                                                                |
| Antibodies              | mouse anti-CREPT antibody (Ren.F, et al, 2014)                                                                                               |
| Peak calling parameters | Clean reads were mapped to GCF_000001635.26_GRCm38.p6 genome sequence from NCBI using SOAPaligner/soap2. Peak calling was performed by MACS. |
| Data quality            | 1257 Peak Number, 187485 Total Length, 149 Average Length, 11764 Total Tag Depth, 9 Average Tag Depth                                        |
| Software                | FastQC, soap2, Bowtie2, MACS                                                                                                                 |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | The intestinal epithelial cells were disaggregated using EDTA in PBS. The supernatant containing villi and crypts passed through 70µm cell strainers (Corning) to collect crypts. The crypts were then suspended in TryPLE (Gibco, 12604) to be disaggregated into single cells. The disaggregated cells were passed through 40 µm cell strainers (Corning) and analyzed by flow cytometry (BD Arial) |
| Instrument         | BD Arial 4                                                                                                                                                                                                                                                                                                                                                                                            |

|                                                                                                                                                           |                                                                                                                                                                                 |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                                                                                                                                                  | Flowjo                                                                                                                                                                          |
| Cell population abundance                                                                                                                                 | The total crypt cells had about 10% Lgr5-GFP positive cells. The sorted cells were validated by RT-qPCR to confirm the Lgr5 expression in Lgr5-GFP negative and positive cells. |
| Gating strategy                                                                                                                                           | Using the GFP negative crypt cells as control, the Lgr5-GFP positive cells were gated.                                                                                          |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                 |

How the deposited data were processed for this re-analysis (not part of the article)

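RNA from sorted Lgr5-GFP high cells of 2 Lgr5-CREPT WT and 2 Lgr5-CREPT KO mice was analysed. The authors deposited one table of FPKM values, with 1 row per gene symbol and 1 column per mouse. Before depositing it, the authors mapped reads to reference transcripts of GRCm38.p6 with Bowtie2 and quantified genes with RSEM, by the paper's RNA-seq methods, which name crypts and intestines and do not name the sorted cells separately. FPKM divides by transcript length and by the total of each library, so a gene's value is relative to all others in that mouse, and the table carries no counts. The paper identified differentially expressed genes with a model of read counts at q below 0.05 and an absolute log2 fold change above 1. Such a model needs counts, so the same threshold was applied here to limma's moderated test on FPKM.

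Mice were assigned to genotypes by the column names, which match the sample titles. The relative FPKM values recomputed from these columns also match the paper's source data for each mouse. Values were taken as log2(FPKM + 0.5), genes with a mean of at least 0.5 FPKM over the 4 mice were kept, and limma 3.58.1 in R 4.3.3 was run with an intensity trend (lmFit and eBayes) on 12621 of 18436 genes, with Benjamini-Hochberg adjustment. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, for the 14 lists with at least 5 genes tested, adjusted over those 14; 2 lists had fewer. The lists were written before the data were examined, apart from those the closing section names as written later, but after the paper was read with its source data, which print values for the genes of Fig. 4e and Supplementary Fig. 4a. Some of those genes are members of the enteroendocrine, goblet, Paneth and Wnt lists. The genes named are those the paper names for this experiment, the 5 with the largest log2 fold change in each direction among genes past the threshold whose genotypes do not overlap, and members of the lists. Rprd1a, Gvin1, Gm8979 and Gm8989 fall outside that rule and were chosen after their values were seen.

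The mice are numbered 1 and 2 in each genotype by the sample labels, and same-numbered mice are different animals. Coordinates are those of RefSeq on GRCm38.p6, the assembly of the paper's methods. Of the 18436 symbols, 17637 were found in RefSeq directly and 18333 directly or by a unique synonym. A spreadsheet had rewritten 25 symbols as dates, and 2 of these occurred more than once. They were kept as separate genes under the written form. Exons, transcript length and GC content came from GENCODE M21, on the same assembly.

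The method was tested on simulated data with 2 libraries per genotype. Counts were drawn for the real genes with a transcript of at least 200 bases and a mean of at least 0.5 FPKM. Each gene was drawn independently, at an assumed depth of 20000000 reads and a dispersion of 0.02, and converted to FPKM. With 200 genes changed by a log2 fold change of 2, of which 194 passed the filter, 189 (97.4%) were recovered among 12160 genes tested, with 1 false call. With no change there was 1 false call among 12146 genes. A list of 40 genes shifted by 0.5 had a camera p of 1.47e-20, and a random list of 40 had one of 0.843. The spread between real mice can be larger than the simulated one. False calls among shorter genes, such as microRNA genes, lists of genes that move together and the recovery of genes with smaller changes were not simulated.

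The pseudocount, the filter on low values, the scaling, the intensity trend, the replicate block, each mouse left out in turn, the threshold and the camera setting were varied as set before the data were examined, and a limit on transcript length and a correction for transcript length and GC content were added afterwards. Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1 was used for the checks on length, read steps and shared sequence. Enrichment of GO terms was not analysed here. The experiments on Vil-CREPT KO crypts, irradiated intestines and ChIP-seq were not analysed here.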

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

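These genes and lists lie outside those the paper discusses for this experiment, and each differs between the genotypes past the threshold used. The tests of a sorted population, of read numbers and of enteroendocrine cells were chosen after the results were seen; those of shared sequence and of transcript length were set before their results were. Rprd1a and the 3 genes on chromosome 7 were picked out after their values were seen.

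Rprd1a, the paralog of the targeted gene, on chromosome 18 from 24484960 to 24530235, was 10.9 and 13.4 FPKM in the Lgr5-CREPT WT mice and 4.18 and 3.09 FPKM in the Lgr5-CREPT KO mice, a log2 fold change of -1.62 (adjusted p = 0.0333 from limma's moderated test, between 0.0199 and 0.128 over the alternatives). Reads shared between the paralogs were tested first. Of the 50-base words of Rprd1a transcripts, 0% also occurred in Rprd1b transcripts, so that reads from one gene would not be counted on the other at that length. After each library was corrected for smooth trends in transcript length and GC content, the log2 fold change was -1.66, so the fall does not come from those trends. Other effects of sequence were not tested. With 2 mice per genotype, a difference between litters or preparations was not tested, and whether the loss of CREPT lowers Rprd1a is a hypothesis that these data cannot separate from it.

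Gvin1, Gm8979 and Gm8989 lie within 1 stretch of chromosome 7, with starts at 106156535, 106075731 and 106322396, and had log2 fold changes of -1.63, -2.44 and -2.27 (adjusted p = 0.0280, 0.00831 and 0.0187 from limma's moderated test). Both Lgr5-CREPT KO mice were below both Lgr5-CREPT WT mice in all 3 genes. Over the alternatives, adjusted p was between 0.00742 and 0.116, between 0.00259 and 0.105, and between 0.00554 and 0.105. Each gene shares at least 22.0% of its 50-base words with another of the 3, and Gm8979 shares 75.1% with Gm8989, so their values are not independent and may reflect a change in 1 of them. A strain variant in this stretch, which would be carried along with mice of one breeding line, was not tested.

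Ghrl had a log2 fold change of -3.50, Nr1h5 of 2.97, Amd2 of 2.52 and Phlda3 of 2.17. Over the alternatives, adjusted p from limma's moderated test was between 0.00554 and 0.105 for Ghrl and between 0.0292 and 0.139 for Amd2. It was between 0.0133 and 0.116 for both Nr1h5 and Phlda3. Nr1h5 was at 0.0600 FPKM in each Lgr5-CREPT WT mouse and at 3.33 and 4.52 FPKM in the Lgr5-CREPT KO mice, and Amd2 was at 0.490 and 0.390 FPKM against 3.18 and 7.35 FPKM. Phlda3 was at 2.04 and 2.89 FPKM against 12.7 and 12.7 FPKM. Nr1h5 and Amd2 were not tested for a technical explanation of their own. Ghrl fell together with the enteroendocrine list, which had a median log2 fold change of -1.26 after the correction for smooth trends in transcript length and GC content.

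The tuft list, 11 genes tested, had a median log2 fold change of -1.21, with all 11 lower (adjusted p = 0.000754 from limma's camera, and 0.000245 with the length and GC correction). When adjusted over the list, 0 of the 11 had an adjusted p below 0.05 in the fit of all genes, and 1 did among genes with a transcript of at least 200 bases, with the correction and without it. The mice of one genotype differed: the list's median deviation was 0.19 and 1.15 in the Lgr5-CREPT WT mice and -0.09 and -1.22 in the Lgr5-CREPT KO mice. Fewer differentiated cells of all lineages among the sorted cells is a candidate explanation for the fall of tuft and enteroendocrine genes. The enterocyte list's median of 0.0284 cannot decide it for the genotype, since it averages Lgr5-CREPT KO mice at -0.43 and 0.43. In Lgr5-CREPT KO mouse 1 the enterocyte and Paneth lists were at -0.43 and -0.45, below both Lgr5-CREPT WT mice, which leaves the explanation open. In Lgr5-CREPT KO mouse 2 they were at 0.43 and 0.59, above both Lgr5-CREPT WT mice. The enteroendocrine and tuft lists were at -0.64 and -1.22 in that mouse, which argues against fewer cells of all lineages there. Fewer enteroendocrine cells is a candidate explanation for the enteroendocrine genes only, since the tuft and goblet lists fell as well. The 16 enteroendocrine genes that are not transcription factors fell by a median of -1.30, and the 10 transcription factors by -1.26, which would be seen both with fewer such cells and with lower expression in each cell. The fall cannot be told apart from a change in the cells that were sorted.

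Of the microRNA genes, Mir3082, Mir6999, Mir3100 and Mir1901 had means of 6.83, 3.25, 2.81 and 2.54 FPKM in Lgr5-CREPT WT cells and were listed at 0 in both Lgr5-CREPT KO mice. Mir7652 and Mir6954 had means of 4.16 and 3.49 FPKM in Lgr5-CREPT KO cells and were listed at 0 in both Lgr5-CREPT WT mice. Each value was set against that of 1 read at its length, from a line through small RNA genes of 50 to 100 bases. The values came to at most 5.40 reads in a library. The highest was Mir3082 in Lgr5-CREPT WT mouse 2, which alone passed the limit of 3 reads set for this test. In Lgr5-CREPT WT mouse 1, Mir3082 came to 1.66 reads. The other 5 genes stayed at or below 2.02 reads, and their differences cannot be told apart from sampling of a few reads. In all, 12 microRNA genes passed the threshold.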

How the results depend on the processing

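The length limit and the length and GC correction were chosen after the data were seen; the other alternatives were set before the data were examined. The log2 fold changes below are of Lgr5-CREPT KO against Lgr5-CREPT WT cells.

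The number of genes past the threshold depended on the filter and on the intensity trend, and why was not tested. Against 128 genes lower and 16 higher, no filter on mean FPKM gave 0 and 0 (among 18436 genes, with a smallest adjusted p of 0.105), and limma without an intensity trend gave 4 and 0. At an unadjusted p below 0.05 whatever their fold change, 1916 genes were lower and 1170 higher in the filtered test. The threshold moved the counts too: an adjusted p below 0.05 without a fold change threshold gave 337 and 52, with the fold change threshold kept, an adjusted p below 0.1 gave 216 and 35 and an unadjusted p below 0.05 gave 266 and 49. A pseudocount of 0.1 or 1, a filter of 2 FPKM, median-of-ratios scaling, TPM and quantile normalization kept the number lower between 104 and 141 and the number higher between 12 and 18. The scalings moved the median log2 fold change of all genes to between 0.02 and 0.06, and the share of calls that were lower was between 85.2% and 87.0%, against 88.9%. Genes with a transcript of at least 200 bases gave 169 and 22 of 12235 genes, and with the length and GC correction 121 and 14, of which 99 and 9 were also called without the limit and the correction.

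With the replicate number as a block, 101 genes were lower and 8 higher, 89 and 6 of them shared with the fit without it. The deviations of same-numbered mice had a correlation of -0.03, and these are different mice, so that the numbers do not pair them. Under the replicate block 3 of the Fig. 4g genes and 0 of the genes of Fig. 4f had an adjusted p below 0.05, and with the length and GC correction in the same fit 7 genes were higher and 1 Fig. 4g gene, 2 lineage genes and 0 genes of Fig. 4f passed.

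Rprd1b kept its direction under every alternative, with log2 fold changes from -1.38 to -1.24 and from -1.36 to -1.23 across the 4 fits that each left out one mouse. Its log2 fold change stayed at -1.29 with no filter and without the intensity trend, but the adjusted p rose to 0.116 and 0.0623. Of the lineage genes, against 1, the number lower with an adjusted p below 0.05 was 0 with no filter and without the intensity trend, and 3 with the limit on transcript length. Of the Fig. 4g genes, against 5, it was 0 with no filter and without the intensity trend, 10 with a filter of 2 FPKM and 11 with the limit on transcript length. Of the genes of Fig. 4f, against 2, both higher, the number with an adjusted p below 0.05 in either direction was 0 with no filter and without the intensity trend, 1 with a filter of 2 FPKM, which removes Col20a1, and 1 with the length and GC correction. The cause of the other changes was not tested.

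The enteroendocrine list and the goblet list kept their direction and stayed below an adjusted p of 0.05 in every fit that gave one, with medians from -1.60 to -1.16 and from -1.09 to -0.87. Across the fits that each left out one mouse they ranged from -1.40 to -1.17 and from -1.38 to -0.61. The Wnt target list, at 0.19, fell to 0.11 with the length and GC correction, with and without the replicate block (adjusted p = 0.0572 without it and 0.0757 with it). The S-phase list, at -0.04, changed sign with TPM (0.039) and with quantile normalization (0.00393), and the apoptosis list, at -0.03, with TPM (0.045). Neither passed camera's threshold in any fit. As a percentile among 10000 random lists matched on mean expression, the median of the ISC signature list was at 98.6 and that of the G2/M list at 0.05. The median of the Paneth list was at 99.98, that of the proximal small intestine list at 2.27 and that of the dissociation stress list at 99.69. All of these were past the 5% level that they did not reach with camera. Random lists were drawn gene by gene, so these percentiles take no account of genes that move together or of the spread between mice. Each mouse left out in turn gave medians from 0.092 to 0.13 for the ISC signature list, from -0.11 to -0.059 for the G2/M list and from -0.081 to 0.016 for the apoptosis list. The direction of several lists rested on single mice: the ranges were -0.20 to 0.13 for the S-phase list, -0.46 to 0.90 for the Paneth list, -0.96 to 0.93 for the immune list, -0.51 to 0.47 for the enterocyte list, -0.26 to 0.65 for the dissociation stress list and -0.14 to 0.12 for the colon list. The cause was not tested.

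The immune list, at -0.02, changed sign with a pseudocount of 1 (0.017), no filter (0.0094), median-of-ratios scaling (0.00267), TPM (0.00183), quantile normalization (0.10), the length and GC correction (0.091, with and without the replicate block) and as a percentile (68.99). The colon list, at -0.19, changed sign with no filter (0.020). Cd44 changed sign with TPM (0.017), and Ephb2 (-0.045) and Tnfrsf19 (-0.013) with the length and GC correction, with and without the replicate block. These values are close to 0 and none of them passed a test. Of the 83 other genes and lists, 27 lost significance with no filter, 25 without the intensity trend and 8 under the replicate block, while 8 gained it with a filter of 2 FPKM and 12 with the limit on transcript length. With 1 mouse left out, a genotype has 1 mouse, so that only log2 fold changes were recomputed, and the counts of genes have no such value.

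Reads per gene were estimated for the named microRNA genes only, which limits the reading of other genes at low FPKM most.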

Differences from the paper's values

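The paper reports 198 genes downregulated in Lgr5-CREPT KO cells, and limma's moderated test on FPKM gave 128 at the same threshold. Of the alternatives set before the data were examined, a pseudocount of 0.1 (141 genes), an adjusted p below 0.1 (216 genes) and an unadjusted p below 0.05 (266 genes), both with the fold change threshold, came within 1.5 times the paper's number. A pseudocount of 1 (104), no filter (0), a filter of 2 FPKM (125), median-of-ratios scaling (114), TPM (104), quantile normalization (110), limma without an intensity trend (4), the replicate block (101) and the absence of a fold change threshold (337) did not. Of the alternatives chosen after seeing the values, a limit to transcripts of at least 200 bases gave 169, also within 1.5 times. The length and GC correction (121) and the replicate block with that correction (95) did not come within it.

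The paper marks Chga, Nkx2-2, Cdkn1c, Clu and Bbc3 on its volcano plot. With limma, Chga, Nkx2-2, Cdkn1c and Clu had adjusted p of 0.0638, 0.0627, 0.0638 and 0.0540. Bbc3 had a log2 fold change of 0.99 on the log2(FPKM + 0.5) scale, which understates the change of genes with low values. Its FPKM relative to the mean of the Lgr5-CREPT WT mice was 1.99 and 2.10 in the Lgr5-CREPT KO mice. Chga passed an adjusted p of 0.05 with a filter of 2 FPKM. Clu passed it with a filter of 2 FPKM, TPM, quantile normalization and, chosen after seeing the values, the length and GC correction. All 4 passed it with the limit on transcript length, which was also chosen after seeing the values. The paper states that its lineage genes were decreased. All were lower here, and of those it names in that sentence none had an adjusted p below 0.05 (Neurog3 0.0731, Nkx2-2 0.0627, Pdx1 0.114, Pax6 0.0935, Spdef 0.194, Dll1 0.243, Nox1 0.0650 and Atoh1 0.241). Nox1 passed with the replicate block, and Nox1 and Nkx2-2 with the limit on transcript length. The paper states that Vim and Snai3 were downregulated. Their adjusted p were 0.0943 and 0.376, and neither passed in any setting. Col11a2 (0.101) and Col16a1 (0.136) did not pass in any setting either. Of the Fig. 4g genes, Tyms, Tk1, Psenen, Cdk5 and Cenph passed with a filter of 2 FPKM and with the limit on transcript length, Tyms with the length and GC correction, and Cdkn1c with the limit. The paper states that ISC signature genes were barely affected. Gkn3 and Kif12 had log2 fold changes of -1.06 and -1.37 (adjusted p = 0.0496 and 0.0443). Aqp1, which was higher (0.81), passed with a filter of 2 FPKM and with the limit on transcript length. It also passed with the replicate block, with and without the length and GC correction. Kcnq1, also higher (0.40), passed with the limit on transcript length.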

Other observations

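The tests of depth, neighbouring genes, library preparation, immune cells, other cell types, the stretch of intestine and the flank of Rprd1b were chosen after the result was seen. Those of transcript length, the highest genes and the p53 members not looked at were set before theirs.

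Log2 fold changes rose with transcript length. Across 12235 genes with a transcript of at least 200 bases, Spearman's rho between them was 0.380, where genes are not independent replicates. The median log2 fold change was -0.22 in the shortest decile (median 878 bases) and 0.18 in the longest (median 7907 bases). Called genes that were lower had a median transcript of 1991 bases against 2984 for the others. Within a genotype, the difference between the mice had a rho of -0.133 in Lgr5-CREPT WT and -0.147 in Lgr5-CREPT KO mice, an absolute value of at most 0.147, less than 0.5 of the size of that between genotypes. With length held fixed, the distance to the next gene downstream had an effect of 0.0238 log2 units per SD, against 0.114 for length. A difference in RNA quality or library preparation between the genotypes may give the same trend as the genotype itself (rho 0.380), and the design of 2 mice against 2 cannot separate them. After each library was corrected for trends in length and GC content, rho was -0.0210 and 121 genes were lower past the threshold, against 169 on the same genes without the correction, with 111 in both, so the trend may account for some of the calls. The correction would also remove any effect of the genotype that follows length.

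More genes fell than rose past the threshold. The value of 1 read differed by at most 4.74% between libraries, and the 10 highest genes took 0.0799 percentage points more of the summed FPKM in one genotype than in the other. Neither is a likely source of the imbalance. The median log2 fold change of the 26 tested genes of Fig. 4g was -0.50 and went to -0.38 with the correction for length and GC content, so that part of their fall may follow transcript length.

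Vim fell while the immune list had a median log2 fold change of -0.0200. That median averages Lgr5-CREPT KO mice at -0.95 and 0.96, and the immune list was at -0.51 with a filter of 2 FPKM and at -0.96 without Lgr5-CREPT KO mouse 2, so that fewer immune cells cannot be excluded for mouse 1. They cannot explain mouse 2, where the immune list was the highest of the 4 mice and Vim, at 2.22 FPKM, was still below both Lgr5-CREPT WT mice. The Lgr5-CREPT KO mice differed in genes of other cell types: mouse 2 was above mouse 1 by 1.04 for the Paneth list, 1.91 for the immune list and 0.86 for the enterocyte list, in median deviations on the log2 scale. The tuft list went the other way, lower by 1.13 in mouse 2, and the enteroendocrine and goblet lists differed by 0.05 and 0.02. More Paneth cells, immune cells and enterocytes in that sample may explain the 3 lists, but not the tuft list. No biological explanation was tested, since the design gives none for 2 mice of one genotype.

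Nox1, Noxo1 and Muc4 fell. If the genotypes had been sampled from different stretches of intestine, lists of regional genes would be expected to move. The proximal small intestine list had a median log2 fold change of -0.20 (adjusted p = 0.313 from limma's camera) and the colon list one of -0.19, on 10 and 6 genes, both below the 0.5 set for this test. The proximal median was at percentile 2.27 among matched random lists, so a small shift cannot be excluded.

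Of 179 genes tested within 10 Mb of Rprd1b, 0 passed the threshold, against 142 of 12375 elsewhere (Fisher's exact test, two-sided, p = 0.274), which gives no sign of flanking DNA carried along with the targeted allele, in a test with little power at so few genes.

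Genes that the p53 protein activates were looked at because Phlda3 and Bbc3 had risen. A list of 28 such genes, written after the values of some members were seen, had 27 tested, with a median log2 fold change of 0.18 (adjusted p = 0.000383 from limma's camera, over this list and the next), and 0.14 with the length and GC correction (adjusted p = 4.28e-05), and 4 of the 27 had an adjusted p below 0.05 over all genes tested. Its 5 tested members whose values had not been looked at when the list was written had a median of 0.12 and an adjusted p of 0.300 from limma's camera, and 3 of the 5 had an adjusted p below 0.05 over those members alone, not all in the same direction. So few genes give little power, so a rise of p53 targets remains a hypothesis that those members neither bear out nor exclude, and the low adjusted p of the whole list may come from how it was chosen.

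The paper discusses Wnt signalling for other samples. In these cells the Wnt target list had a median log2 fold change of 0.19, with 14 of 18 genes higher and 4 lower (adjusted p = 0.00183 from limma's camera). With the length and GC correction the median was 0.11, with 8 of the 18 lower (adjusted p = 0.0572 from limma's camera). Ctnnb1, which encodes β-catenin, was 275.9 ± 4.53 FPKM (SD, n = 2) in Lgr5-CREPT WT and 287.7 ± 10.5 FPKM (SD, n = 2) in Lgr5-CREPT KO cells, with a log2 fold change of 0.06 (adjusted p = 0.645 from limma's moderated test).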
